# Reactivation of CTLA4-expressing T cells accelerates resolution of lung fibrosis in a humanized mouse model

**DOI:** 10.1172/JCI181775

**Published:** 2025-03-18

**Authors:** Santosh Yadav, Muralidharan Anbalagan, Shamima Khatun, Devadharshini Prabhakaran, Yasuka Matsunaga, Justin Manges, James B. McLachlan, Joseph A. Lasky, Jay Kolls, Victor J. Thannickal

**Keywords:** Immunology, Pulmonology, Fibrosis, Immunotherapy, T cells

## Abstract

Tissue regenerative responses involve complex interactions between resident structural and immune cells. Recent reports indicate that accumulation of senescent cells during injury repair contributes to pathological tissue fibrosis. Using tissue-based spatial transcriptomics and proteomics, we identified upregulation of the immune checkpoint protein, cytotoxic T lymphocyte–associated protein 4 (CTLA4), on CD8^+^ T cells adjacent to regions of active fibrogenesis in human idiopathic pulmonary fibrosis and in a repetitive bleomycin lung injury murine model of persistent fibrosis. In humanized CTLA4-knockin mice, treatment with ipilimumab, an FDA-approved drug that targets CTLA4, resulted in accelerated lung epithelial regeneration and diminished fibrosis from repetitive bleomycin injury. Ipilimumab treatment resulted in the expansion of Cd3*e*^+^ T cells, diminished accumulation of senescent cells, and robust expansion of type 2 alveolar epithelial cells, facultative progenitor cells of the alveolar epithelium. Ex vivo activation of isolated CTLA4-expressing CD8^+^ cells from mice with established fibrosis resulted in enhanced cytolysis of senescent cells, suggesting that impaired immune-mediated clearance of these cells contributes to persistence of lung fibrosis in this murine model. Our studies support the concept that endogenous immune surveillance of senescent cells may be essential in promoting tissue regenerative responses that facilitate the resolution of fibrosis.

## Abstract 2

Blocking CTLA4 in immune cells may help regenerate lungs and reduce fibrosis in idiopathic pulmonary fibrosis.

## Introduction

Humans have evolved highly specialized immune systems that rely on the activity of cytotoxic T cells to eliminate irreparably damaged cells from tissues/organs. This endogenous quality control mechanism is essential for maintaining organ structure and function. In recent years, this property of cytotoxic T cells has been leveraged to design antitumor strategies in which immune checkpoint inhibitors are used to reactivate exhausted T cells for targeted killing of cancer cells (1). Opportunities to extend this endogenous immune surveillance function beyond cancer are only beginning to be explored.

Fibrosis of various organs in humans typically originates from regenerative failure or delayed repair of damaged epithelium that triggers immune and stromal tissue responses (2, 3). Cell-cell interactions within this dynamic tissue microenvironment determine the outcome of the repair-regenerative response. Recent studies have implicated the persistence of senescent cells in nonresolving fibrosis (4–8), while its transient emergence may be proregenerative (9–11). A failure in immune surveillance of senescent cells may result in the pathological conversion from proregenerative to profibrotic outcomes. Persistence of senescent cells may, in turn, create an immunosuppressive microenvironment that leads to T cell exhaustion, a process that is well appreciated in cancer progression (12–14).

Despite interest in developing senolytic agents for treating persistent/progressive fibrotic disorders (5, 15, 16), the contributions of endogenous immune-mediated cytolysis and clearance of senescent cells to fibrosis resolution remain unclear. In this report, we demonstrate that the immune checkpoint protein, cytotoxic T lymphocyte–associated protein 4 (CTLA4), was markedly upregulated in the lungs of humans with idiopathic pulmonary fibrosis (IPF). Using a humanized CTLA4 murine model with repetitive genotoxic injury-provoked fibrosis, we demonstrate that targeting CTLA4 accelerated epithelial regeneration capacity and ameliorated fibrosis.

## Results

### The immune checkpoint protein, CTLA4, is upregulated on T cells within regions of active fibrogenesis in human IPF.

Spatial transcriptomics and proteomics provide new insights into cell-cell interactions within tissue niches of normal and diseased organs (17). We conducted spatial transcriptomics and proteomics in the lung tissues of individuals with the progressive and fatal lung disorder, IPF. In this disease process, active fibrogenesis occurs within morphological lesions referred to as “fibroblastic foci,” marked by the presence of α-smooth muscle actin–expressing (α-SMA–expressing) myofibroblasts that are normally not present in alveoli of nonfibrotic postnatal adult lung where this marker is primarily restricted to smooth muscle cells surrounding more proximal airways and muscularized blood vessels. To accurately identify fibroblastic foci, we stained IPF lung tissues for α-SMA, pan-cytokeratin (pan-CK, a marker of lung epithelium), and CD31 (a marker of vascular endothelium) (Figure 1, A and B). Twelve regions of interest (ROIs) capturing fibroblastic foci within lung sections of 2 different participants with IPF and 12 ROIs from 2 age-matched individuals acting as controls were analyzed using a Digital Spatial Profiler (DSP) Platform (nanoString GeoMx, Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI181775DS1). We assayed 18,676 genes from the GeoMx transcriptomics atlas within these 24 ROIs, and 9,101 of the genes were detected in ≥1% of segments. Differential expressions of these genes based on a log_2_ fold change cutoff of 1.5 and *P* < 0.05 showed an upregulation of classical profibrotic genes, including α-SMA (*ACTA2*), collagen 1A1 (*COL1A1*), collagen 3A1 (*COL3A1*), and collagen 6A2 (*COL6A2*), in IPF versus control ROIs (Figure 1, C–G). In contrast, the alveolar type 1 (AT1) epithelial marker gene, advanced glycosylation end product–specific receptor (*AGER*), was markedly downregulated (Figure 1H); other AT1 markers, HOP homeobox (*HOPX*; 0.39 log_2_ fold, *P* = 0.052) and caveolin 1 (*CAV1*; 0.45 log_2_ fold, *P* = 0.054), were downregulated but did not reach statistical significance. Gene set enrichment analysis (GSEA) revealed several GSEA-Hallmark pathways associated with fibrosis that were found to be upregulated in IPF ROIs (*P* < 0.05, normalized enrichment score ≥ 1.5; Figure 1I). Interestingly, Ingenuity Pathway Analysis (IPA) of differentially expressed genes between control and IPF lungs revealed decreased cellular immune response (Figure 1J; full list of genes in this IPA, Supplemental Table 1).

Next, to gain further insights into immune dysfunction in IPF, we employed a proteomics immune panel (nanoString GeoMx) encompassing 79 protein targets and 7 protein modules: human immune cell profiling protein core, human immune activation status protein module, human immune cell typing protein module, human pan-tumor protein module, human PI3K/AKT signaling protein module, human cell death protein module, and human MAPK signaling protein module. Spatial profiling of these proteins across the same IPF and control tissues employed for spatial transcriptomics confirmed a high expression of CTLA4 protein in ROIs enriched in α-SMA (Figure 2, A–D; see Supplemental Table 2 for a complete list of all 79 proteins). To determine if the finding of upregulated expression of CTLA4 was more broadly applicable to human lung fibrotic disorders, we queried a publicly available single-cell RNA-Seq (scRNA-Seq) dataset (IPF Cell Atlas; https://www.ipfcellatlas.com/); this confirmed that CTLA4 is highly expressed in pulmonary fibrosis, preferentially within the T cell population, in a cohort of 20 patients with pulmonary fibrosis, including 12 with IPF and 10 individuals acting as controls, representing 114,396 total cells (Figure 2, E–G). We examined the expression of another immune checkpoint protein, programmed cell death protein 1 (PDCD1), in the same IPF Cell Atlas dataset; PDCD1 expression levels were similar between the IPF and control groups (Figure 2G) and more ubiquitously expressed in T cells (Figure 2G). In our spatial proteomics dataset, the expression of PD-1 protein (encoded by PDCD1) was significantly increased; however, this increase was markedly less (1.8-fold on the linear scale; 0.89 log_2_) than the observed increase in CTLA4 protein (32-fold on the linear scale; 5.01 log_2_) (Supplemental Table 2).

Based on the expression pattern of CTLA4, we explored the spatial relationships of T cells within fibroblastic foci by immunofluorescence staining of individuals with IPF and individuals acting as controls. CTLA4^+^ cells were found to be localized near or adjacent to α-SMA–expressing myofibroblasts in IPF, while these cells were relatively absent around normal α-SMA–expressing smooth muscle cells lining blood vessels or airways in individuals acting as controls (Figure 2, H and I). Within fibroblastic foci of IPF lungs, CD8^+^ T cells represented the predominant T cell subset expressing CTLA4 when compared with CD4^+^ T cells (Figure 2, J and K). To further explore the spatial relationships of these cells in IPF lungs, we performed spatial transcriptomics using the 10x Genomics Xenium transcriptomics platform designed for the human lung. In 3 IPF lung samples, we identified a total of 62,485 cells, containing 55,928,562 transcripts from a 289 gene panel. Using the Xenium-annotated myofibroblast markers, *COL5A2* and *COL8A1* (Figure 3, A and B), we were able to distinctly identify fibroblastic foci that localized to previously identified regions by histopathological staining (Figure 3C). To determine the expression of *CTLA4* at single-cell resolution in CD8^+^ T cells, we quantitated transcript levels of *CTLA4* in this cell population and compared relative levels of expression in fibrotic regions (enriched for *COL5A2*) compared with less fibrotic regions (enriched for *AGER*); this analysis showed significantly higher *CTLA4* levels in CD8^+^ T cells localized to fibroblastic foci than in regions of the IPF lung without distinct foci (Figure 3D; bar graph representing fibrotic regions and minimally fibrotic regions, 5 regions each from 3 different IPF lungs; *n* = 15 per group).

Furthermore, we characterized the gene expression patterns of CTLA4 in specific T cell subpopulations using Xenium-based spatial transcriptomics. Interestingly, we found that fibroblastic foci appear to be markedly enriched for CD8 gene expression, while CD4 was more uniformly expressed throughout the IPF lung (Figure 3, E–H). Importantly, within fibroblastic foci, CTLA4 was preferentially upregulated in CD8-expressing cells in comparison to CD4 cells (Figure 3, I and J), 5 regions each from 3 different IPF lungs; *n* = 15 per group). These data suggest a potential role for cell-cell crosstalk between CTLA4^+^ expressing CD8^+^ T cells and myofibroblasts within active fibrotic niches of human IPF lungs.

### CTLA4 checkpoint blockade induces alveolar type 2 cell regeneration and resolves fibrosis.

CTLA4 has been linked to deficient T cell responses in cancer (18), but its role in fibrotic disorders remains unclear. To determine a potential role for this immune checkpoint protein in lung fibrosis, we employed a humanized mouse model carrying exon 2 and 3 of the human *CTLA4* gene (*hCTLA4* mice; C57BL/6 background) encoding an epitope containing its extracellular ligand binding and transmembrane domains (Figure 4A); this epitope is known to bind the FDA-approved anti-CTLA4 monoclonal antibody, ipilimumab (19). Mice were treated with 2 doses of bleomycin (1.25 U per kg body weight) 14 days apart to induce a more sustained fibrotic response (20). To more specifically target the fibrotic (vs. inflammatory) response, we started treatment 21 days after the second bleomycin dose with either ipilimumab or control isotype IgG1 (5 mg kg per kg body weight twice per week for 9 doses) (Figure 4B). Ipilimumab-treated mice showed diminished fibrosis, as evidenced by H&E staining (Figure 4C) and Masson’s trichrome staining (Figure 4D), QuPath quantitation of H&E staining (Figure 4E), quantitative Masson’s trichrome staining (Figure 4F), and total lung hydroxyproline levels (Figure 4G). Furthermore, gene expression levels of *acta2* and *col1A1* were reduced in lungs of mice treated with ipilimumab (Supplemental Figure 2).

To gain insights into the mechanisms by which CTLA4 immune checkpoint blockade mediates its antifibrotic effects, we performed scRNA-Seq on lungs of mice treated with ipilimumab and control isotype IgG1 (Figure 5A). 

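The single-cell data come from 6 male human CTLA4-knockin mice, 12 weeks old, 3 per group. Each received bleomycin at 1.25 U per kg into the oropharynx in 2 doses, 14 days apart. From day 21 after the second dose, 9 injections of IgG1 or ipilimumab at 5 mg per kg followed over 4.5 weeks. Cells of the digested right lung of each mouse went into a 10x Genomics Single Cell 3' library of their own. The matrices used here hold unique molecular identifiers (UMIs) per gene and barcode for every barcode, aligned by the authors to mm10, before normalization, correction for ambient RNA (free RNA in the cell suspension), cell filtering and naming. These steps were therefore run again from the matrices.

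A barcode was called a cell by its UMI total or, below that threshold, by a profile unlike the ambient RNA of its library. Barcodes with fewer than 200 genes, more than 10% mitochondrial UMIs or the profile of a doublet were removed. This left from 3268 to 4349 cells per IgG1-treated mouse and from 4003 to 4338 per ipilimumab-treated mouse, out of 37666042 to 48612412 UMIs per mouse. Cells of all mice were clustered together on 10 principal components without the 8 genes that the paper reports inside clusters, and clusters were named by marker genes as, for example, T-like or AT2-like. The mouse is the unit of every test. Class sizes were compared by an edgeR quasi-likelihood test on cells per mouse, adjusted over classes, and by an exact permutation test. Expression was compared by the same edgeR test on UMIs summed per mouse and class, adjusted over all genes tested, and is given as CPM (counts scaled to the same total of UMIs and by TMM size factors). With 3 mice per group the exact test allows no two-sided p below 0.1. All values are ipilimumab over IgG1, on log2 scale where a fold change is given.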

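T-like cells made up 19.9 ± 5.08% (SD) of the cells of IgG1-treated mice and 19.4 ± 1.19% of those of ipilimumab-treated mice (n = 3 each), with 654 to 831 T-like cells per mouse. The log2 fold change of the share was -0.04 (standard error 0.293, edgeR adjusted p = 0.986; exact permutation p = 0.9, two-sided). Of the alternatives, size factors that allow for composition (TMM) moved it most, to -0.42 (adjusted p = 0.592, within 0.590 to 0.987 over all alternatives). Its sign changed when leaving out IgG1 replicate 3 (0.18) or ipilimumab replicate 1 (0.01), with the cells called by UMI total alone (0.07), with 30 principal components (0.05), and as a share of immune-like cells (0.10). The sign also changed with the T-like sub-clusters whose names were not clear added (0.07) and with a block for the share of alveolar macrophages (0.04), both chosen after the data were seen. Some of these unclear sub-clusters have Icos among their leading genes, so T-like cells here lack part of the Icos-rich T cells. The unclear sub-clusters made up 1.14% of cells in IgG1 and 2.75% in ipilimumab mice (log2 fold change 1.26, edgeR adjusted p = 0.241).

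Cd3e (ENSMUSG00000032093; GRCm38 chromosome 9, 44998740 to 45009627) had a UMI in 87.9 ± 2.24% of the T-like cells of the IgG1 group and 87.8 ± 1.16% of those of the ipilimumab group (n = 3 each, exact permutation p = 0.9). For Cd3d (ENSMUSG00000032094; chromosome 9, 44981786 to 44987339) these were 93.9 ± 0.675% and 91.6 ± 1.86% (exact permutation p = 0.1). In B-like cells, which should carry neither gene, Cd3e had a UMI in 0.206% and 0.367% of cells and Cd3d in 0.877% and 0.763%. Median UMIs per cell were 8730.5 and 8341 in T-like and 5608 and 5595 in B-like cells. With every cell thinned to 1000 UMIs, Cd3d was found in 35.4% and 37.2% of T-like cells, so the direction turned (exact permutation p = 0.3). T-like cells with a Cd3e UMI were 17.5 ± 4.95% and 17.0 ± 1.21% of all cells. Their log2 fold change had a standard error of 0.267 (adjusted p = 0.988), and it also took both signs among the alternatives, from -0.21 without IgG1 replicate 2 to 0.20 without IgG1 replicate 3.

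Icos (ENSMUSG00000026009; chromosome 1, 60977927 to 61000320) rose from 172 ± 27.3 to 216 ± 17.3 CPM in T-like cells, a log2 fold change of 0.34 (standard error 0.115, adjusted p = 0.876 over 11667 genes). Over the alternatives it lay between 0.25 without IgG1 replicate 1 and 0.58 with the unclear T-like sub-clusters added. Tcf7 (ENSMUSG00000000782; chromosome 11, 52252371 to 52283014) went from 362 ± 58.6 to 297 ± 7.05 CPM, with a log2 fold change of -0.29 (standard error 0.114). Adjusted over the list alone, which holds Icos, Tcf7, Cd3e and Cd3d, Icos and Tcf7 each have an edgeR p of 0.0591. The paper chose these genes on the same mice, so the list is no independent evidence. The fold changes of Cd3e and Cd3d themselves were 0.11 and 0.04.

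The effect of ipilimumab on Icos was then compared between T-like cells with a Cd3e UMI but no Cd3d UMI (20 to 45 per mouse) and those with a Cd3d UMI but no Cd3e UMI (62 to 85 per mouse), with each mouse as a block. The log2 difference, first gate minus second, was -0.71 (standard error 0.463, unadjusted p = 0.140, adjusted p = 1.00 over 5486 genes). Without IgG1 replicate 2 it was 0.06. In IgG1 mice, thinning to 1000 UMIs lowered T-like cells with Cd3e from 87.9% to 25.7% and with Cd3d from 93.9% to 35.4%. A cell without a UMI of 1 of these genes can thus be a missed transcript. The gates need not be separate kinds of T cells, so their difference cannot decide a preference between the paper's clusters.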

Consistent with its targeted mechanism of action, ipilimumab treatment resulted in the expansion of T cells, specifically Cd3*e*^+^ T cells (Figure 5, B and C); importantly, the T cell activation/differentiation marker genes, *Icos* and *Tcf7*, were markedly increased in T cells (Figure 5D), with preferential upregulation in Cd3*e*^+^ T cells, in comparison to Cd3*d*^+^ T cells (Figure 5E). Flow cytometric analyses of collagenase-digested lungs at the same time-point showed an increase in both the percentage of CD8^+^ cells and the subpopulation expressing CTLA4 following ipilimumab treatment (Supplemental Figure 3). In concert with these changes in T cell subpopulations, a remarkable increase in the number and percentage of alveolar epithelial type 2 (AT2; marked by the *Sftpa1* gene) cells, facultative stem cells of the distal lung epithelium, were noted in the ipilimumab-treated group (Figure 5, B and C, and Supplemental Figure 4). In this Sftpa1^+^ AT2 cell cluster, we confirmed increased gene expression of other surfactant protein (Sftp) coding genes, *Sftpb*, *Sftpc*, and *Sftpd* (Figure 5, F–I). 

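The AT2-like cluster held 10, 13 and 3 cells of the IgG1-treated mice and 158, 15 and 17 of the ipilimumab-treated mice. As shares of all cells these are 0.230%, 0.307% and 0.0918%, mean 0.210 ± 0.109% (SD, n = 3), against 3.64%, 0.375% and 0.418%, mean 1.48 ± 1.87% (n = 3). Every ipilimumab value lies above every IgG1 value here, which gives the smallest p the exact test allows, but the groups overlap with doublets kept (permutation p = 0.2), with barcodes of at least 500 genes (p = 0.3), as a share of non-immune cells (p = 0.5) and, chosen after the data were seen, with airway secretory cells left out (p = 0.2). The log2 fold change was 2.78 (standard error 0.868, unadjusted p = 0.00563, adjusted p = 0.0563 over classes).

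The size of this value depends on ipilimumab replicate 1. Without that mouse the log2 fold change was 0.88, the largest move of any alternative, and adjusted p ranged over the alternatives from 0.00199 without ipilimumab replicate 2 to 0.650 without replicate 1. In that mouse 91.1% of the AT2-like cells lay below the UMI threshold and were called by the profile test alone, and their median was 1027.5 UMIs, against 24685 and 24133 in ipilimumab replicates 2 and 3 and 11291.5, 5112 and 6873 in the IgG1-treated mice. With cells called by UMI total alone the log2 fold change was 1.02 (adjusted p = 0.364), and as a share of non-immune cells it was 1.21 (adjusted p = 0.545). The edgeR adjusted p fell below 0.05 in 6 alternatives. These were clustering resolutions 0.4 (0.00556) and 1.6 (0.0155), 30 principal components (0.0141), leaving out ipilimumab replicate 2 or 3 (0.00457 for the latter) and, chosen after the data were seen, a block for the share of alveolar macrophages (0.0333). At resolution 0.4 every mouse had the same number of AT2-like cells as in the main clustering. The p there moved only because other classes were cut differently, so it adds no evidence on AT2-like cells.

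**Figure D1:**
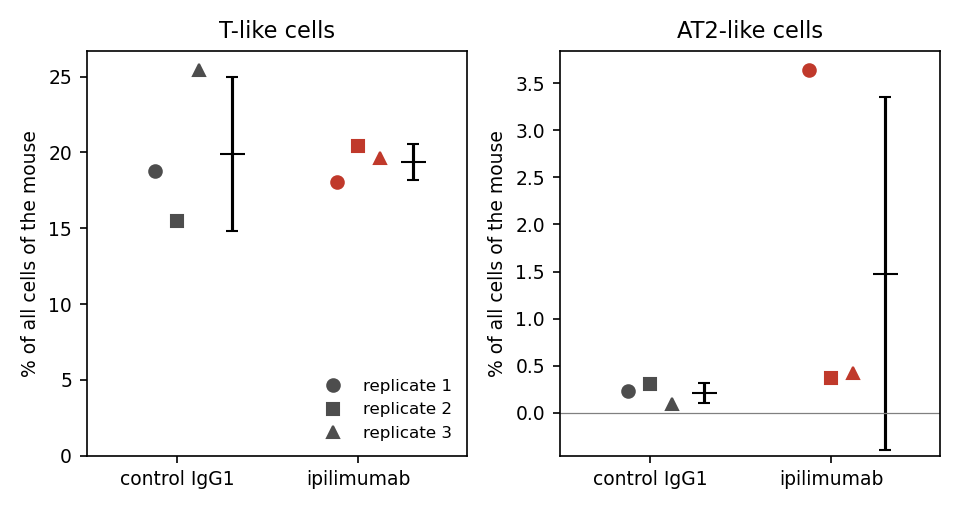
Shares of T-like cells (left) and AT2-like cells (right) among all cells of each mouse, in percent, for the IgG1 and ipilimumab groups. Each point is a mouse, and black bars give mean ± SD (n = 3).

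**Figure D2:**
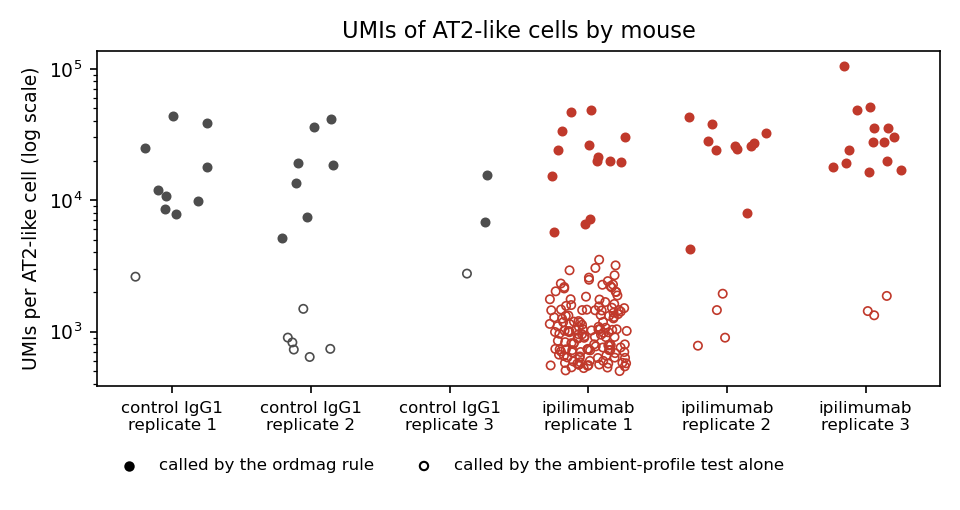
UMIs of every AT2-like cell on a log axis, by mouse, for the IgG1 and ipilimumab groups. Filled points were called by UMI total, open points by the ambient-profile test alone.

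Sftpa1 (ENSMUSG00000021789; GRCm38 chromosome 14, 41131782 to 41136452) was held out of clustering. It had a UMI in 53.8% of the 26 AT2-like cells of the IgG1 group (median 9213.5 UMIs per cell) and in 92.1% of the 190 of the ipilimumab group (median 1181.5). Of the B-like cells, which should lack the transcript, 0.132% and 0.899% had such a UMI, at medians of 5608 and 5595 UMIs. Airway secretory RNA was at least 5% of the UMIs in 3, 0 and 1 AT2-like cells of the IgG1-treated mice and 2, 1 and 7 of the ipilimumab-treated mice. Of the rest, 4, 5 and 0 cells of the IgG1-treated mice and 143, 7 and 7 of the ipilimumab-treated mice held at least 5% surfactant RNA, and 3, 8 and 2 against 13, 7 and 3 held less.

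From the number and the percentage of these cells the paper states that AT2 cells, which it describes as facultative stem cells, increased along with the changes in T cells. It also draws on staining and flow cytometry, which were not analysed here.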

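In AT2-like cells IgG1 replicate 3 had 3 cells, under the minimum of 5 for a sum, so 2 IgG1-treated mice were compared with 3 treated with ipilimumab. Sftpb (ENSMUSG00000056370; GRCm38 chromosome 6, 72304610 to 72314371) went from 4141 ± 522 CPM (SD, n = 2) to 4994 ± 1277 CPM (n = 3), with a log2 fold change of 0.27 (standard error 0.365, adjusted p = 0.893). Sftpc (ENSMUSG00000022097; chromosome 14, 70520949 to 70524081) went from 79860 ± 3499 to 89516 ± 31304 CPM (0.16, standard error 0.480, adjusted p = 0.963). Sftpd (ENSMUSG00000021795; chromosome 14, 41172214 to 41185149) went from 2429 ± 727 to 2784 ± 496 CPM (0.20, standard error 0.355, adjusted p = 0.926). Sftpa1 went from 12824 ± 1409 to 15828 ± 2931 CPM (0.30, standard error 0.384, adjusted p = 0.882). The adjustment is over 4787 genes, and adjusted over the list alone each of the 4 genes has an edgeR p of 0.740. Size factors narrow the spread here: by total UMIs alone Sftpc was at 53960 and 91344 CPM in IgG1 replicates 1 and 2 and 121799, 88234 and 46252 CPM in the ipilimumab-treated mice. Cells rich in airway secretory RNA held 52.2% of the UMIs of the sum of IgG1 replicate 1, 0% of replicate 2, and 3.33%, 9.00% and 52.6% in the ipilimumab-treated mice. With these cells left out, chosen after the data were seen, the log2 fold changes were 0.28 for Sftpb, 0.14 for Sftpc, 0.26 for Sftpd and 0.45 for Sftpa1. Calling every barcode with at least 500 genes a cell moved the values most, to 0.94 for Sftpb, 0.88 for Sftpc, 0.84 for Sftpd and 0.98 for Sftpa1. Leaving out ipilimumab replicate 1 turned Sftpc to -0.12. Without IgG1 replicate 2, a single IgG1-treated mouse remains and no test was made, and Sftpd stood at 0.56. The same holds without IgG1 replicate 1, where Sftpd stood at -0.05.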

A total of 399 genes were differentially expressed between the ipilimumab and control isotype IgG1 group in the Sftpa1^+^ AT2 cell cluster (see Supplemental Table 3 for a complete list of genes). 

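At the thresholds that the paper gives in its figure legend, 0 genes passed in the AT2-like comparison, and 447 had an unadjusted p under 0.05. The paper does not describe sums per mouse for its own test, so the thresholds are shared but the unit of test may differ. The depth of this comparison is set by its smallest sums, of 10 and 13 cells. Dropping the low-count filter moved the result most, to 280 genes, of which 97 fail the filter. DESeq2 gave 21 genes, 30 principal components 11, leaving out ipilimumab replicate 3 gave 4, and keeping every mouse regardless of its cells, chosen after the data were seen, 1. Of the genes in Supplemental Table 3, 282 were tested in AT2-like cells and 160 of them (56.7%) had the sign of the table. Of these 282, 46 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 either adjusted over the list alone or over all genes.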

The expansion of AT2 cells in the ipilimumab-treated group versus the control isotype IgG1 group was confirmed by multiplex single-cell spatial phenotyping (Figure 6, A–C). This involved analyzing pro–surfactant protein C–expressing (pro-SPC-expressing) cells in whole-lung tissue sections, along with α-SMA, CD8, and CTLA4 staining to visualize distribution of epithelial cells, myofibroblasts, and CD8^+^ T cells and the expression of CTLA4. These studies confirmed the proximity of CTLA4-expressing CD8^+^ T cells in regions of active fibrosis enriched in α-SMA–expressing myofibroblasts and overall reduced population of pro-SPC–expressing AT2 cells in bleomycin-injured mice, while this association of “exhausted” CD8^+^ T cells with myofibroblasts was reduced in ipilimumab-treated mice in association with an expansion of AT2 cells (Supplemental Figure 5). Furthermore, we assayed the proliferative state of AT2 cells at the end of the ipilimumab treatment period; flow cytometric analysis of lung cells coexpressing SPC and Ki67 demonstrated a significantly higher percentage of Ki67^+^ AT2 cells in the ipilimumab group compared with the control IgG group (Figure 6, D and E). Together, these data indicate that targeting CTLA4 mediates activation and expansion of CD8^+^ T cells in parallel with robust epithelial regenerative responses that enhance fibrosis resolution following lung injury.

### Ipilimumab reduces the accumulation of p16^Ink4a^-expressing senescent cells in vivo and potentiates CD8^+^ T cell cytotoxic responses ex vivo following fibrogenic lung injury.

Cellular senescence is increasingly implicated in the etiology of age-related diseases, including organ fibrosis (21, 22). p16^Ink4a^-expressing cells, both epithelial and mesenchymal, have been found to be increased in lung samples of individuals with IPF (4, 5, 23), and senolytic clearance by pharmacologic approaches have been proposed as a potential treatment for IPF (24). To determine whether CTLA4 checkpoint blockade functions as an endogenous immune mechanism for clearance of senescent cells, we compared the number of p16^Ink4a^-expressing cells in lung tissues of mice treated with ipilimumab and control IgG1. Significantly fewer p16^Ink4a+^ cells were observed in lungs of ipilimumab-treated mice (Figure 7, A and B). The levels of p16^Ink4a^ cells decreased in the group treated with ipilimumab (Figure 7C).

We examined the ex vivo cytolytic effects of CD8^+^ T cells on senescent lung cells from mice injured by bleomycin (Figure 7D). Activation of these CD8^+^ T cells through ipilimumab-mediated CTLA4 blockade led to a reduction in β-GAL^+^ senescent cells from the bleomycin-injured lungs, as evidenced by decreased fluorescence signals, indicating enhanced senescent cell killing under conditions of CTLA4 blockade (Figure 7E). The direct cytotoxicity of ipilimumab-treated CD8^+^ T cells against sorted β-GAL^+^ senescent cells was further confirmed through live-cell imaging of coincubated cells (Figure 7, D–F; Supplemental Figure 2; and Supplemental Video 1). Collectively, these in vivo and ex vivo findings demonstrate the cytotoxic effects of CD8^+^ T cells on senescent cells and their improved killing efficiency when CTLA4 is inhibited.

## Discussion

Tissue-regenerative responses in mammals are highly orchestrated processes, involving intricate cell-cell interactions that either result in restoration of normal tissue architecture and function or in aberrant repair culminating in fibrosis (3). While fibrosis has traditionally been thought to represent the end stage of aberrant tissue repair or failed tissue regeneration, it is now increasingly recognized to be a dynamic and reversible process (2, 25); however, elucidation of mechanisms that resolve tissue fibrosis have lagged behind that of fibrosis development or initiation. Since most human fibrotic disorders that affect diverse organ systems come to clinical attention when they are either persistent or progressive, it is critical to understand biological mechanisms that not only retard progression of fibrosis but promote its resolution. In this report, we have identified a critical role for CD8^+^ cytotoxic T cells in immune surveillance and elimination of senescent cells that emerge during the lung injury repair process. Furthermore, we have identified the CTLA4 immune checkpoint protein as a critical contributor to persistent/progressive fibrosis in an animal model of repetitive genotoxic lung injury.

It is important to recognize that the actions of cytotoxic T cells are highly contextual and may have variable effects during the evolution of tissue repair and regeneration. Excessive activation of cytotoxic T cells might contribute to tissue injury, while eliminating infected, transformed, or senescent cells is predicted to be beneficial (26). In a previous study using immunodeficient NSG mice, CTLA4 blockade resulted in increased inflammation and fibrosis (27). This finding contrasts with our results and is likely explained by 3 major differences: (a) the use of immunocompetent versus severely immunodeficient mice; (b) fibrosis induced by repetitive bleomycin injury versus intravenous injection of IPF cells; and (c) initiation of CTLA4 blockade in the late phases of established fibrosis (5 weeks after the initial bleomycin dose and 3 weeks after a second dose) versus relatively early during fibrosis induction (7 days after intravenous injection of IPF fibroblasts). In humans with various cancers, the use of immune checkpoint blockade including CTLA4-targeted therapies has been associated with interstitial pneumonitis (28). Therefore, caution must be exercised when repurposing immune checkpoint blockade therapies in chronic lung inflammatory and fibrotic diseases, and further studies are required to determine if this approach will be beneficial in subgroups of patients with fibrotic lung disease.

While single-cell transcriptomics of isolated cells from normal and diseased tissues have the potential to identify novel cell populations and diverse differentiation states/fates, they lack spatial context. On the other hand, spatial transcriptomics/proteomics provide critical information regarding heterogenous cell populations within unique tissue niches; this allows for hypothesis-generating observations involving multiple cell types in diseased tissues (29). In our studies, we took an unbiased discovery approach to identify genes/proteins that were differentially expressed within IPF lung tissues, specifically within fibroblastic foci. The suggestion that cellular immune responses may be reduced in IPF lungs was unexpected, and this led to the discovery of upregulated expression of the immune checkpoint protein, CTLA4. Importantly, CTLA4 was not expressed on (myo)fibroblasts or epithelial cells within fibroblastic foci, but rather on CD8^+^ T cells within this fibrotic niche. In addition to confirming that CTLA4 is primarily expressed in T cell subpopulations, a search of larger single-cell RNA transcriptomic datasets of human IPF (IPF Cell Atlas; https://www.ipfcellatlas.com/) served to validate our original digital spatial observation that CTLA4 is upregulated in IPF lungs. Furthermore, immunofluorescence staining of IPF lungs confirmed the proximity of CTLA4-expressing CD8^+^ T cells and epithelial/fibroblastic cells within fibroblastic foci that are known to be enriched for senescent cells (4, 5).

These discovery-based studies of human IPF lung tissues led us to explore the functional role of CTLA4 in the context of lung injury repair using a mouse model of repetitive bleomycin injury that produces durable fibrotic responses (20). Importantly, the use of humanized CTLA4-knockin mice allowed us to interrogate the physiological consequences of targeting CTLA4 with a monoclonal antibody, ipilimumab, FDA-approved for various human cancers. As might be predicted, we observed an expansion of the Cd3*e*^+^ subpopulation of T cells with increased expression of *Icos* and *Tcf7* in lungs of ipilimumab-treated mice, supporting a derepressive effect of targeting CTLA4 in these cells. Remarkably, the activation of this cytotoxic T cell population was associated with a marked increase in the numbers of AT2 cells, facultative stem cells of the lung’s alveolar compartment (30). Both scRNA-Seq and immunofluorescence staining approaches confirmed the enhanced regenerative responses in association with diminished fibrosis in ipilimumab-treated mice. While the reciprocal antagonistic relationship between regenerative capacity of the alveolar epithelium and lung fibrosis is well appreciated (3, 31), our studies demonstrate a proregenerative effect of targeting CTLA4 and activating cytotoxic T cells during the fibrotic phase of lung injury repair. During this later reparative/remodeling phase and under the same conditions/context, we showed that CD8^+^ T cells isolated from bleomycin-injured mice, when treated with ipilimumab ex vivo compared to untreated CD8^+^ T cells, were more efficient in killing senescent cells exposed to bleomycin in vivo. Additionally, we showed that ex vivo derepression of CD8^+^ T cells with ipilimumab is capable of directly killing senescent fibroblasts. While there is biological plausibility to the concept that regenerative responses may be enhanced through the removal of senescent fibroblasts within regenerative niches (32), it is equally plausible that the elimination of senescent epithelial (progenitor) cells from these niches may also support the proliferative capacity of the nonsenescent progenitor subpopulation.

It is important to recognize that CTLA4 may be expressed on other cell types, in particular CD4^+^ Tregs, in which it may be constitutively expressed. The dependence on CTLA4 for the immunosuppressive function of Tregs is highly contextual, as CTLA4-independent immunosuppressive mechanisms have been identified (33). Furthermore, the roles of specific T cell subpopulations in the development and progression of fibrosis remains controversial, and their effects are likely to be stage specific (34). In our studies of established human IPF and persistent fibrosis following repetitive bleomycin injury in mice, we detected a higher induction/expression of CTLA4 in CD8^+^ (vs. CD4^+^) T cells, and activation of this sorted subpopulation was sufficient to induce cytotoxicity of senescent cells. However, we cannot exclude potential salutary effects of ipilimumab via its CTLA4 inhibitory action(s) on other immune cell (sub)populations.

Our studies are the first to our knowledge to show that activation of an endogenous T cell population can promote regeneration by targeting senescent cells that accumulate in fibrotic tissues. We have previously shown that senescent cells accumulate in IPF lungs (4), and others have shown that targeting these cells with a suicide gene-mediated ablation approach or with a senolytic cocktail of dasatinib plus quercetin mediates antifibrotic effects (5). Early-phase clinical studies have been initiated with the senolytic cocktail approach (24). Furthermore, CAR T cells engineered to target pathogenic, senescent cells have been shown to mediate antifibrotic effects (35, 36). However, the activation of *endogenous* immune-surveillance mechanisms to mediate proregenerative and antifibrotic effects has not been previously demonstrated.

Understanding of proregenerative roles of immune cells is critical in devising more effective therapies for chronic fibrotic disorders. Given the pervasive focus on the proinflammatory (and profibrotic) effects of immune cells, patients with IPF have traditionally been treated with potent immunosuppressive drug regimens. It was not until the first randomized, placebo-controlled clinical trial of an immunosuppressive drug cocktail in 2012, one that had become “standard of care” during the early 2000s, failed to show a beneficial effect that such approaches have been abandoned (37). Interestingly, patients treated with the immunosuppressive regimen in this clinical trial demonstrated (unexpectedly) worse outcomes with higher mortality and increased hospitalization rates compared to individuals in the control group, suggesting that immune pathways may be protective in patients with IPF with established fibrosis. Although this requires further investigation, it is plausible that, based on the results of the findings reported here, steroids and other immunosuppressive agents may confer unanticipated detrimental, profibrotic effects through loss of immune-surveillance functions. On the contrary, activating these endogenous immune mechanisms may promote proregenerative tissue repair responses.

## Methods

### Sex as a biological variable.

For human tissue-based studies, both male and female subjects were included. For mouse studies, only male mice were studied due to the higher incidence and prevalence of IPF in males.

### Human lung tissue specimen.

Biospecimens of patients with IPF and individuals acting as controls were obtained from a biorepository established through an NIH Program Project Grant (P01 HL114470).

### Spatial transcript profiling — nanoString GeoMx.

For the nanoString GeoMx Transcriptomics Assay, tissue slides were prepared according to the protocol provided in the user manual (NanoString, MAN-10100-02). In brief, 5 μm sections of FFPE lung tissue from patients with IPF and healthy individuals acting as controls were examined for spatial proteomics. The Human Whole Transcriptome Atlas, comprising 18,676 RNAs, was utilized on the GeoMx DSP Platform (NanoString Technologies) to capture genetic data from transcribed mRNA. Morphological markers, including pan-CK (a marker for lung epithelium), CD31 (a marker for vascular endothelium), and α-SMA (a marker for smooth muscle cells and myofibroblasts), were employed to visualize ROIs. For IPF samples, ROIs were selected to capture fibroblastic foci enriched in α-SMA within alveolar regions. In healthy control lung tissues, ROIs were randomly chosen to represent normal-appearing areas of airway epithelium, blood vessels, and alveoli. After incubation (mRNA probe) and hybridization (morphological markers), the slides were loaded into the GeoMx DSP instrument, which utilizes a programmable digital micromirror device to direct UV light at specific ROIs. This light activation releases photolabile indexing oligonucleotides in a region-specific manner. The released oligos were collected through microcapillary aspiration, dispensed into a microtiter plate, and quantified using next-generation sequencing for digital counting. A total of 18,676 genes were assayed using the NanoString Human Whole Transcriptome Atlas. The DSP instrument was used to capture high-resolution wide-field scans of each tissue section, from which ROIs were selected for UV-induced oligo collection. The barcoded oligos were then collected and digitally quantified using an Illumina sequencer.

### Spatial protein profiling — nanoString GeoMx.

For the nanoString GeoMx proteomics assay, slides were prepared according to the user manual (nanoString, MAN-10100-01) as previously outlined. This study utilized antibodies targeting 79 proteins (Supplemental Table 1) from 7 modules: human immune cell profiling, immune activation status, immune cell typing, PI3K/AKT signaling, pan-tumor, nCounter cell death, and MAPK signaling, along with internal control housekeeping proteins. A cocktail of these primary antibodies was conjugated to photocleavable oligonucleotides. Additionally, morphological marker antibodies for pan-CK, CD31, and α-SMA were included in the mix of oligonucleotide-conjugated antibodies to visualize ROIs. All 24 ROIs were selected using the nanoString GeoMx DSP System (33). Oligos from the selected ROIs were released through UV exposure. The resulting digital counts were mapped back to each ROI, generating a detailed map of protein. These digital counts were normalized using a signal-to-noise ratio and internal control housekeeping proteins (histone H3, S6, GAPDH). Data analysis and heatmap generation were carried out using the GeoMx DSP system software (nanoString Technologies).

### Immunofluorescence staining.

Consecutive sections from control and IPF lung tissues were processed for immunofluorescence staining. These unstained sections were incubated at 65°C and were then allowed to stand at room temperature for 45 minutes. The remaining paraffin was removed through immersion in xylene. The tissue sections were gradually hydrated by sequential immersion in a graded alcohol series (absolute ethanol, 98%, 95%, 70% ethanol) and, finally, in water. Antigens were unmasked by steaming in a coplin jar filled with Diva decloaker antigen retrieval solution (Biocare, V2004). The slides were cooled for 20 minutes and washed with deionized water. Nonspecific antibody binding was blocked using a background blocking solution (Biocare, BS966). Lung sections were incubated with primary antibodies against CTLA4 (Biocare, API3211AA), CD8 (Biocare, ACI3160AA), CD4 (Biocare, API3209AA), and α-SMA (Cell Signaling Technology,19245). Primary antibodies were visualized with donkey anti-rabbit secondary antibody, Alexa Fluor 594 (Thermo Fisher Scientific, A32754), and goat anti-mouse Alexa Fluor 488 (Thermo Fisher Scientific, A32723). Sections were washed (PBS/Tween 0.01%) and mounted with ProLong Gold antifade mount with DAPI (Thermo Fisher Scientific, P36941). Images were captured using a fluorescence microscope (Keyence, BZ-X716) and representative images are presented.

### Spatial transcript profiling — Xenium.

Xenium In Situ Platform was utilized for subcellular mapping of 289 genes (Xenium V1) in lungs of 3 individuals with IPF. Each probe in this system consists of 2 paired sequences that are complementary to the targeted mRNA, along with a unique gene-specific barcode. When these paired sequences bind to their target, they undergo ligation, forming a circular probe. This circular structure is then amplified through rolling circle amplification, which enhances the signal-to-noise ratio and improves target detection and decoding.

### Sample processing.

Tissue samples were submitted to the COBRE Multiomics Core at Tulane University for processing. In brief, sample preparation involved rehydrating and sectioning FFPE blocks with a microtome (Leica, RM2135) to obtain 5 μm sections, which were then mounted onto Xenium slides (10x Genomics). After an overnight drying period, the slides were stored in a sealed desiccator at room temperature for up to 7 days before being placed in imaging cassettes for further processing. The deparaffinization and decrosslinking steps rendered subcellular RNA targets accessible. Gene panel probe hybridization was conducted overnight at 50°C using a Bio-Rad DNA Engine Tetrad 2. Following this, unbound probes were washed away. Ligase was then introduced to circularize the paired ends of the bound probes at 37°C for 2 hours, followed by rolling circle amplification at 30°C for 2 hours. The prepared slides were stored in PBS-T in the dark at 4°C for up to 5 days before being analyzed with the Xenium Analyzer (please refer to 10x Genomics protocols CG000578 and CG000580).

### Post-Xenium H&E.

After the Xenium run, slides were removed from the Xenium Analyzer instrument, and the quencher was removed according to 10x Genomics’ Demonstrated Protocol CG000613. Immediately following, the slides were stained with H&E. H&E-stained sections were scanned using the Vectra Polaris Automated Quantitative Pathology Imaging System (Akoya Biosciences).

### Animal studies.

hCTLA4 mice were purchased from genOway and housed at the Tulane University Vivarium. We used 12-week-old male mice for this study. hCTLA4 mice were anesthetized with isoflurane/oxygen and were administered bleomycin via the oropharyngeal route. Each mouse was administered 1.25 U per kg body weight bleomycin in 2 doses, 2 weeks apart. On day 21, the control bleomycin group received IgG1 isotype control (Bio X cell, BE0297), and the treatment bleomycin group received ipilimumab (Bio X cell, SIM0004) at a concentration of 5 mg per kg body weight twice a week for 4.5 weeks by intraperitoneal injection. At the end of the treatments, the mice were euthanized; the right lungs were collected for single-cell RNA-Seq, and the left lungs were collected for histologic analysis.

### Single-cell RNA-Seq.

A million cells were collected from the right lung of mice treated with either IgG1 isotype control or ipilimumab. The lungs were minced into ~1 mm^3^ pieces using a scalpel prior to enzymatic dissociation. The minced sections were then transferred into a 50 mL conical tube containing 10 mL enzymatic digestion mix (collagenase 1 mg/mL with DNase I in 9 mL serum-free DMEM). The conical tubes were then placed on a 37°C rocking shaker (at 220 rpm) for 30 minutes. The digestion mixture was then filtered using a 70 μm cell strainer. Cells were then washed 10% of complete DMEM (500*g* for 5 minutes at 4°C). The resulting pellet was resuspended in 1 mL PBS (containing 0.04% BSA). Using a Cellometer, we validated cell numbers and viability counts before the preparation of the scRNA. A commercially available 10x single cell RNA seq technology kit (10x Genomics) was used to evaluate 5,000 live cells from each sample. Single-cell suspensions were partitioned into nanoliter-scale Gel beads-In-Emulsion. Full-length barcoded cDNAs were then generated and amplified by PCR to obtain sufficient mass for library construction. Single-cell 3′ libraries with standard Illumina P5 and P7 paired-end constructs were prepared by enzymatic fragmentation, end-repair, polyA-Tailing, and adaptor ligation. Library quality control tests were performed by using an Agilent High Sensitivity DNA kit with Agilent 2100 Bioanalyzer and quantified using a Qubit 2.0 fluorometer. Libraries were pooled to a final concentration of 1.8 pM and were sequenced with paired-end single index configuration using Illumina NextSeq 2000. Cell Ranger version 6.1.2 (10x Genomics) was used to aligned scRNA-Seq data to mm10 mouse. Soup X v1.6.2 was used to analyze 10x Cell Ranger output with default parameters to remove contaminating ambient RNA. The ambient RNA-corrected Soup X gene matrix output files were then analyzed using Seurat suite (version 4.2.0) (38), and low-quality cells were further excluded from the downstream analysis. For clustering, principal-component analysis was performed for dimension reduction. The top 10 principal components were selected using a permutation-based test implemented in Seurat and analyzed with uniform manifold approximation and projection (UMAP) for clustering visualization. Differentially expressed genes were identified for each cluster with the “Find All Markers” function, and cell types were assigned using the cell markers.

### Lung hydroxyproline measurements.

A colorimetric assay kit from Sigma-Aldrich (catalog MAK008) was used to measure hydroxyproline content in whole lungs of experimental mice. The reaction of oxidized hydroxyproline with 4-dimethyl amino benzaldehyde yielded a calorimetric product proportionate to the amount of hydroxyproline present, which was used to calculate the hydroxyproline concentration using the standards provided. Whole lungs from mice were weighed and homogenized in water (10 mg tissue/100 μL H_2_O). The homogenized samples were then hydrolyzed by incubating them for 3 hours at 120°C with 12N hydrochloric acid. The hydrolyzed sample was mixed and centrifuged at 10,000*g* for 3 minutes, and 10 mL clear supernatant was transferred to a 96-well plate and placed in a 60°C oven to dry samples. Chloramine T/Oxidation Buffer Mixture Diluted DMAB Reagent (Sigma-Aldrich, catalog MAK008) was freshly prepared according to the manufacturer’s instructions. After the addition of 100 μL Chloramine T/Oxidation Buffer (5-minute incubation at room temperature) and 100 μL diluted AMAB reagent to each well, the plate was incubated for 90 minutes at 60°C, and absorbance was measured at 560 nm.

### Mouse histological analysis.

At the end of the animal experiments, mice were euthanized, and the lungs were perfused with PBS. After perfusion, the left lobe of the mouse lung was fixed in 10% neutral buffered (pH 7.4) formalin for 24 hours at room temperature. The lung tissues were paraffin-embedded and sectioned at 5 μm thickness. These sections were utilized for H&E staining and Masson’s trichrome staining as described previously (4). Slides were scanned on Vectra Polaris Automated Quantitative Pathology Imaging System (Akoya Biosciences). Trichrome-stained areas were quantified with machine-learning algorithms using inForm automated image analysis software (Akoya Biosciences). H&E staining was quantified using QuPath software.

### Multispectral fluorescence immunohistochemistry pro-SPC.

Multispectral fluorescence immunohistochemistry staining was performed using an Opal 7-Color Automation IHC Kit (Akoya Biosciences), following the manufacturer’s guidelines. The following primary antibodies were used: pro-SPC (Abcam, ab90716, 1:500), α-SMA (Cell Signaling Technology, 19245, 1:100), CD8 (Cell Signaling Technology, 98941, 1:100), and CTLA4 (Cell Signaling Technology, 53560, 1:100). The protocol involved deparaffinizing the slides, performing antigen retrieval, and blocking with antibody diluent (provided in the kit). The slides were incubated overnight with the primary antibodies, followed by a 10-minute incubation with HRP-conjugated secondary polymer (provided in the kit). Slides were then incubated with HRP-reactive OPAL fluorescent reagents Opal 480 (CD8), Opal 520 (for α-SMA), Opal 570 (for pro-SPC), and Opal 690 (CTLA4); staining with each OPAL was performed as instructed by the manufacturer (Akoya Biosciences). After incubation, the sections were counterstained with DAPI and mounted. Imaging was performed using the Vectra Polaris Automated Quantitative Pathology Imaging System (Akoya Biosciences). Spectrally unmixed images were generated using Akoya Biosciences v1.4.8 software, and further analysis was conducted using machine-learning algorithms in the inForm software. Tissue regions were categorized into pro-SPC^+^ and “other” (cells negative for pro-SPC). The cell phenotype classification, implemented in the inForm software, was based on multinomial logistic regression using image features derived from texture analysis and cell segmentation. The density of pro-SPC^+^ cells (cells/mm²) was calculated.

### Multispectral fluorescence immunohistochemistry p16^INK4A^.

Multispectral fluorescence immunohistochemistry staining was performed as described above. The Opal 3-Plex Anti-Rb Manual Detection Kit (Akoya Biosciences, NEL840001KT) was used for multiplexing. The following antibodies were used: pro-SPC (abcam, ab90716, 1:500) and p16^INK4A^ (Abcam, EP1551Y, 1:100). The protocol involved deparaffinizing the slides, performing antigen retrieval, and blocking with the antibody diluent (provided in the kit). The slides were then incubated with the primary antibodies, followed by incubation with the HRP-conjugated secondary polymer (provided in the kit). Subsequently, the slides were incubated with HRP-reactive OPAL fluorescent reagents: Opal 520 (pro-SPC) and Opal 690 (p16^INK4A^). Images of the tissue regions were captured using the inForm software package, and p16INK4A expression was analyzed.

### Flow cytometry.

Lungs were minced into ~1 mm^3^ pieces using a scalpel prior to enzymatic dissociation. The minced sections were then transferred into a 50 mL conical tube containing 10 mL enzymatic digestion mix (1 mg/mL collagenase with DNase I in 9 mL serum-free DMEM). The conical tubes were then placed on a 37°C rocking shaker (220 rpm) for 30 minutes. The digestion mixture was then filtered using a 70 μm cell strainer. Cells were then washed with 10% complete DMEM (500*g* for 5 minutes at 4°C). The resulting pellet was resuspended in 0.2 mL PBS. Cells were then stained for flow cytometry. The antibodies used included anti-CD45 (BioLegend, 103115), CD3 (BioLegend, 100205), CD8 (BioLegend, 140403), CD4 (BioLegend, 100506), CD152 (BioLegend, 130-116-931), pro-SPC (Santa Cruz Biotechnology, sc-518029), EpCAM (Thermo Fisher Scientific, 17-5791-80), and Ki67 (Santa Cruz Biotechnology, sc-23900).

### T cell–mediated killing assay.

hCTLA4 mice were anesthetized with isoflurane/oxygen and exposed to 2 doses of bleomycin (1.25 U per kg body weight, oropharyngeal route) administered 2 weeks apart. Five weeks after the first bleomycin dose, mice were euthanized, and lungs were harvested for cell isolation. In brief, lungs were minced into approximately 1 mm^3^ pieces using a scalpel prior to enzymatic dissociation. The minced sections were then transferred into a 50 mL conical tube containing 10 mL enzymatic digestion mix (collagenase, 1 mg/mL with DNase I in 9 mL of serum-free DMEM). The conical tubes were then placed on a 37°C rocking shaker (220 rpm) for 30 minutes. The digestion mixture was then filtered using a 70 μm cell strainer. Cells were then washed with 10% DMEM and centrifuged (500*g* for 5 minutes at 4°C). The resulting pellet was resuspended in 1 mL PBS containing 0.04% BSA; the major fraction of these cells (70%) was used for CD8^+^ T cell purification using negative selection with a commercial kit (STEMCELL Technologies, catalog 19853). The remaining 30% of (whole lung) cells were stained with SPiDER-β-GAL (DoJindo, SG04-1) and plated into 48-well plate. Next, these cells cocultured with purified CD8^+^ T cells at a 2:1 ratio (0.3 × 10^4^ nonpurified cells and 0.15 × 10^4^ CD8^+^ T cells) in the presence and absence of ipilimumab (SIM0004, Bio X cell; 0.05 μg/mL) for 12 hours. The CD8^+^ T cell–mediated killing with resulting loss of green signals was assessed by the IncuCyte system (IncuCyte SX5 Live-Cell Analysis System (Sartorius). In parallel, we designed an assay to directly visualize killing of senescent fibroblasts by CD8^+^ T cells in the presence and absence of ipilimumab. Fibroblasts were isolated from bleomycin-injured lungs by adherence purification as described above. After 2 weeks, adherent fibroblasts were stained with SPiDER-β-GAL (DoJindo, SG04-1) and flow sorted to isolate senescence-associated βGal–expressing fibroblasts. CD8^+^ T cells were stained with red (Biotium, 30089) dye for 15 minutes and washed with PBS to remove unbound stain. The isolated senescence-associated βGal–expressing fibroblasts were cocultured with labeled CD8^+^ T cells iatn a 2:1 ratio with and without ipilimumab treatment at the concentration of 0.05 μg/mL for 12 hours (as described above for nonpurified cells). Images of the cocultured cells were acquired with the IncuCyte SX5 Live-Cell Analysis System (Sartorius).

### Statistics.

Statistical comparisons between groups were performed using the Mann-Whitney test or 2-tailed Student’s *t* test. Statistical analysis was performed with GraphPad Prism 10.0.2. *P* values of less than 0.05 were considered significant.

### Study approval.

The institutional review board at Tulane University, New Orleans, Louisiana, USA, approved the use of deidentified patient specimens. Mouse studies were conducted in accordance with protocols approved by the Tulane University Institutional Animal Care and Use Committee (protocol no. 1196).

### Data availability.

Data related to the paper are available from the corresponding author on reasonable request. scRNA-Seq data were deposited in the Gene Expression Omnibus (GEO) database (GSM7657238), release date May 15, 2025.

## Author contributions

SY and VJT conceived the project, designed experiments, analyzed the data, and wrote the manuscript. SY, MA, DP, YM, and JM conducted or assisted with experiments. SY and SK performed bioinformatics analyses. JBM, JAL, and JK provided intellectual input and assisted with manuscript writing.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental video 1

Supporting data values

## Figures and Tables

**Figure 1:**
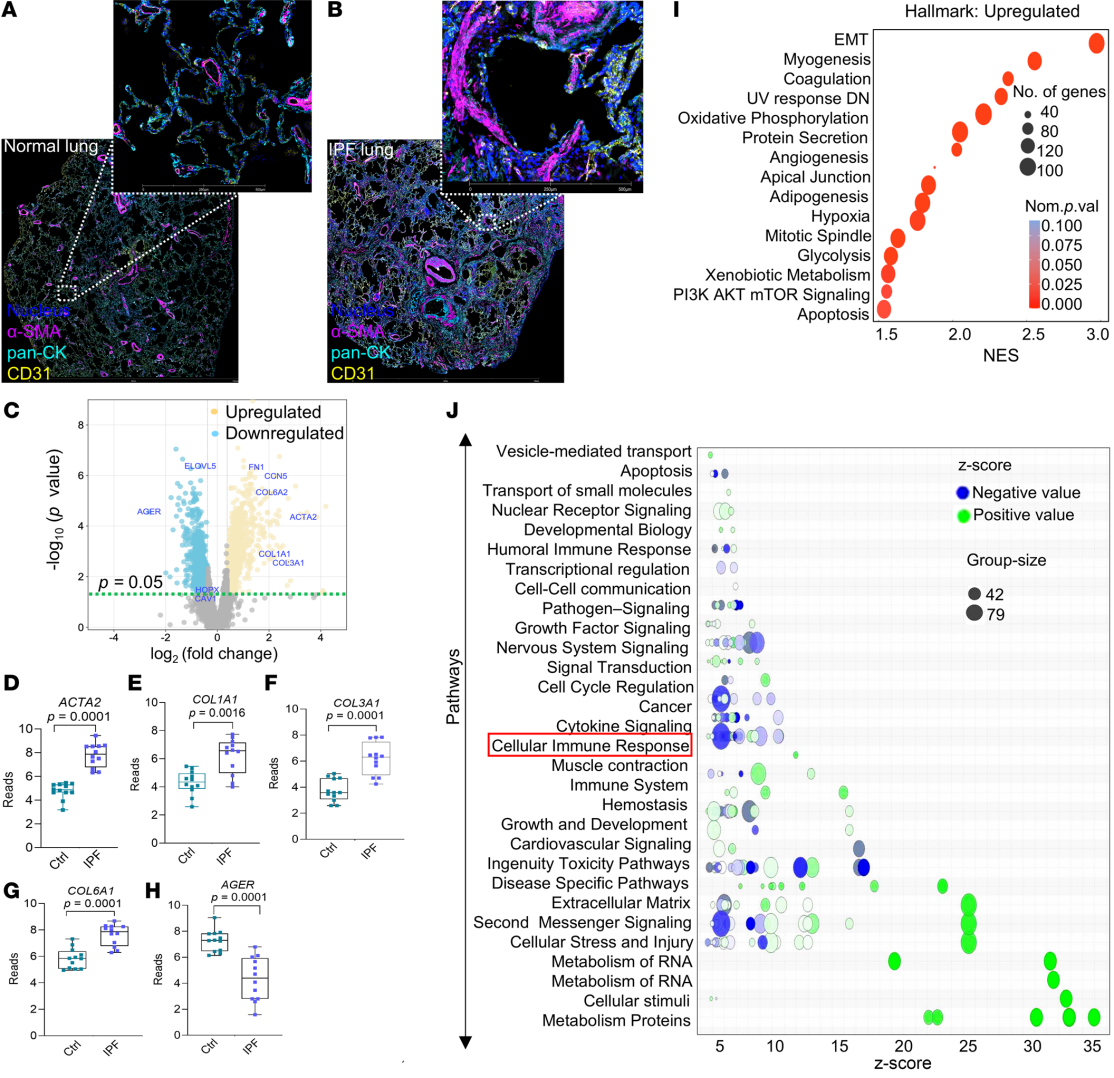
Spatial transcriptomics of IPF fibroblastic foci suggests suppression of cellular immune responses. (**A** and **B**) Spatial images of lung tissue sections from patients with IPF and healthy individuals acting as controls were acquired by digital spatial profiling (GeoMx) using fluorescence of pan-CK (cyan), CD31 (yellow), α-SMA (magenta), and DAPI (blue). Scale bar: 5 mm (**A** and **B**), 500 μm (higher-magnification images). (**C**) Volcano plot of differentially expressed genes with an FDR threshold of –log_10_ (P < 0.05). (**D**–**H**) Bar plots showing read counts for *ACTA2*, *COL1A1*, *COL3A1*, *COL6A1*, and *AGER*. (**I**) GSEA Hallmark pathway analysis of differentially expressed genes, comparing IPF vs. control (*n* = 12 ROIs each; *P* < 0.05; normalized enrichment score ≥ 1.5). (**J**) IPA analysis was performed on differentially expressed genes of healthy individuals acting as controls and patients with IPF. The cellular immune response that is downregulated is highlighted in red. Data are shown as mean ± SEM. Statistical differences in **D**–**H** were tested using a paired 2-tailed Student’s *t* test.

**Figure 2:**
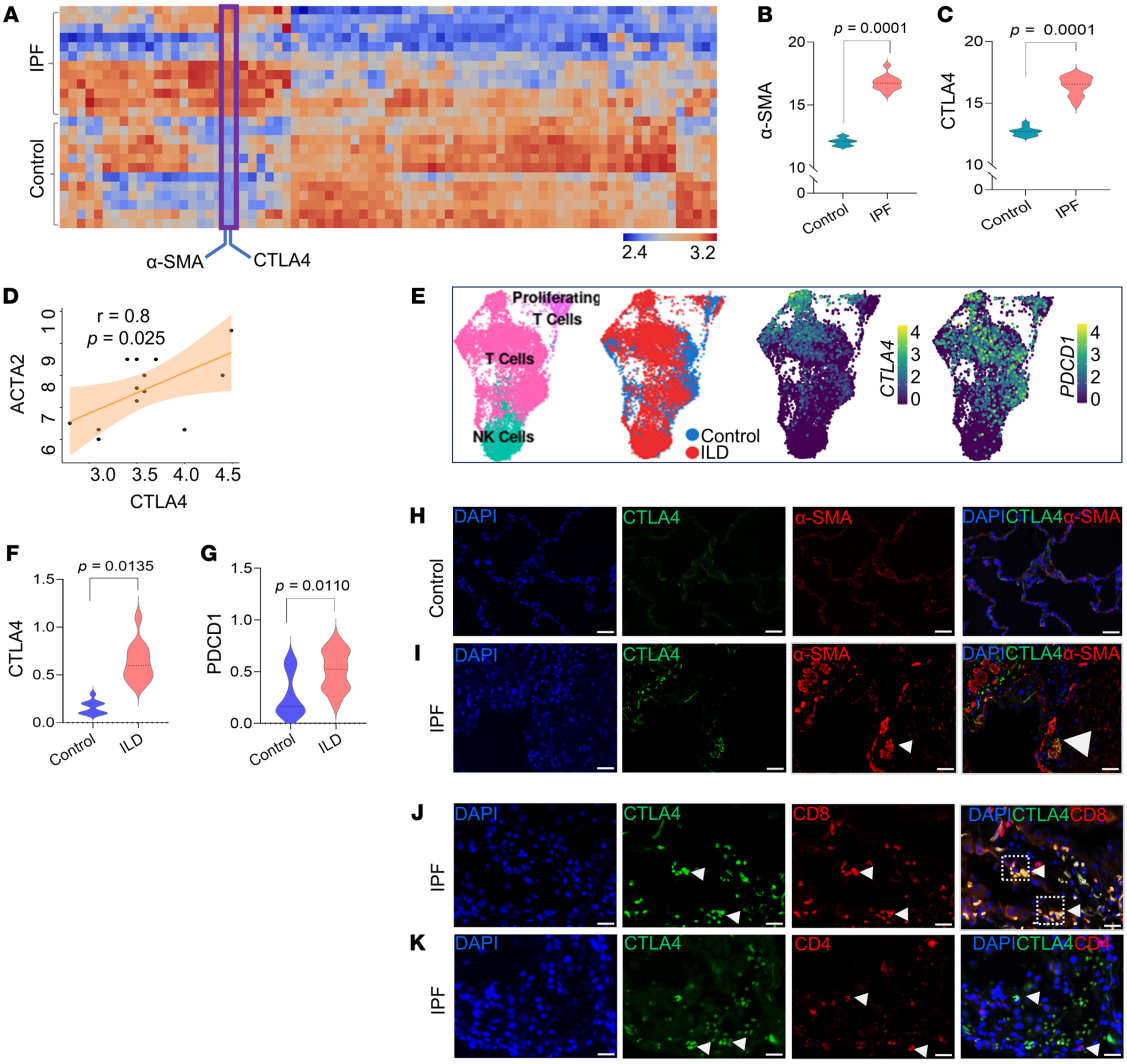
The immune checkpoint inhibitor CTLA4 is upregulated within fibrotic niches in the lungs of patients with IPF. (**A**) Unsupervised hierarchically clustered heatmap of protein counts for IPF (*n* = 12 ROIs) and control (*n* = 12 ROIs). Protein profiling was performed with a 79-plex oligonucleotide–antibody cocktail for 24 ROIs. (**B** and **C**) Violin plots showing normalized read counts of α-SMA and CTLA4. Statistical comparisons are between reads from healthy individuals acting as controls (*n* = 12 ROIs) and patients with IPF (*n* = 12 ROIs). (**D**) Correlation of *CTLA4* and *ACTA2*. Statistical comparisons are between reads from healthy individuals acting as controls (*n* = 12 ROIs) and patients with IPF (*n* = 12 ROIs). (**E**) UMAP of *CTLA4* and *PDCD1* expression in T cells from the Banovich/Kropski dataset in the IPF Cell Atlas (https://www.ipfcellatlas.com/). (**F** and **G**) *CTLA4* and *PDCD1* expression in T cells (patients with interstitial lung diseases [ILD] vs. healthy individuals). (**H** and **I**) Representative immunostaining images of lung tissues from healthy individuals acting as controls and patients with IPF (CTLA4, green; α-SMA, red; and DAPI, blue). Arrowheads indicate fibroblastic foci. Scale bar: 50 μm. (**J** and **K**) Expression of CTLA4 on CD8^+^ or CD4^+^ cells in lung tissues from patients with IPF (CTLA4, green; CD8^+^ T cell, red; CD4^+^T cell, red; and DAPI, blue). Arrowheads indicate colocalization of CTLA4 with CD8^+^ cells, but not CD4^+^ cells. Scale bar: 50 μm. Data are shown as mean ± SEM. Statistical differences in **B**, **C**, **F**, and **G** were tested using a paired 2-tailed Student’s *t* test.

**Figure 3:**
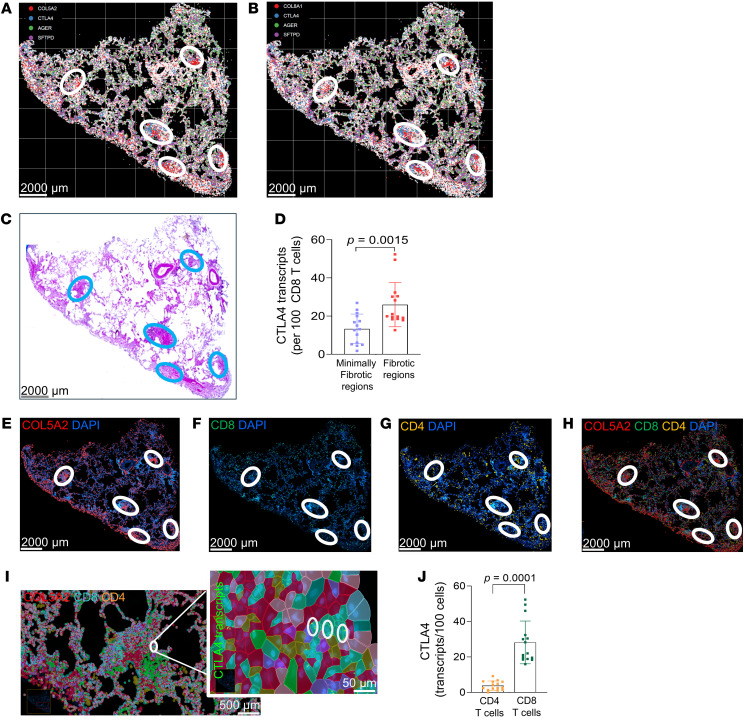
CTLA4 is upregulated on CD8^+^ T cells adjacent to COL5A2-expressing cells in fibrotic regions of IPF lungs. (**A**) Xenium spatial plot showing expression of *COL5A2*, *CTLA4*, *AGER*, and *SFTPD* in fibrotic regions. White circles indicate fibroblastic foci expressing *COL5A2* (red) and adjacent cells expressing *CTLA4*. Scale bar: 2,000 μm. (**B**) Xenium spatial plot showing expression of *COL8A1*, *CTLA4*, *AGER*, and *SFTPD* in fibrotic regions. Scale bar: 2,000 μm. (**C**) Post-Xenium H&E staining of IPF lung tissue. Scale bar: 2,000 μm. (**D**) *CTLA4* transcript levels in less fibrotic and fibrotic ROIs. Data are from 3 IPF lungs, with 5 fibrotic and less fibrotic regions analyzed per IPF lung. (**E**–**H**) Xenium spatial plot showing expression of *COL5A2*, *CD8*, and *CD4* and overlay in IPF lung. Scale bar: 2,000 μm. (**I**) Xenium spatial plot showing expression of *COL5A2*, *CD8*, and *CD4* with a high-magnification image showing CTLA4 transcript expression on CD8^+^ T cells. (**J**) CTLA4 transcript numbers in CD4^+^ T cells vs. CD8^+^ T cells in IPF lungs. Scale bar: 500 μm; 50 μm (high-magnification image). Data are shown as mean ± SEM. Statistical differences in **D** and **J** were tested using a paired 2-tailed Student’s *t* test.

**Figure 4:**
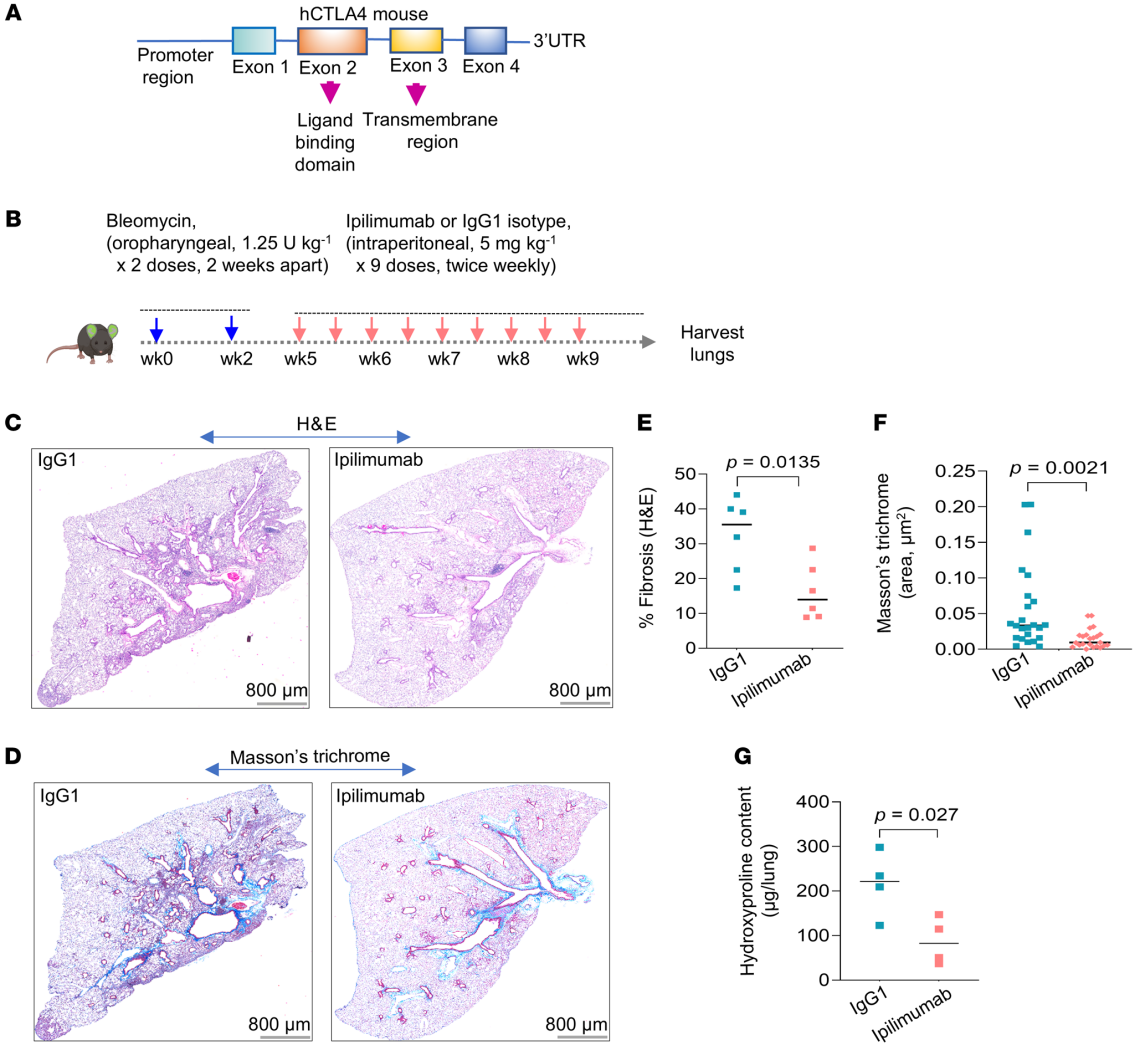
CTLA4 blockade in a mouse model of persistent lung fibrosis ameliorates fibrosis. (**A**) Schematic representation of the humanized CTLA4-knockin mouse carrying the extracellular domain of *CTLA4* gene. (**B**) Experimental outline of humanized CTLA4 mice subjected to repetitive bleomycin injury–induced pulmonary fibrosis via oropharyngeal administration of bleomycin (1.25 U per kg body weight) in 2 doses, 14 days apart. On day 21 after the second dose, mice were treated intraperitoneally with either control IgG1 isotype or the anti-CTLA4 monoclonal antibody ipilimumab at doses of 5 mg per kg body weight twice per week for 4.5 weeks (total of 9 doses). (**C** and **D**) Representative images of H&E- (**C**) and Masson’s trichrome–stained (**D**) whole lung sections from bleomycin-induced mice treated with either IgG1 isotype control or ipilimumab. Scale bar: 800 μm. (**E**) Quantitation of H&E staining in the IgG1 isotype control and ipilimumab groups. Images of H&E staining were quantified using QuPath software. Data represent IgG1 isotype control and ipilimumab (*n* = 6 in each group). (**F**) Quantitation of Masson’s trichrome staining in the IgG1 isotype control or ipilimumab groups. Collagen containing areas were identified with machine-learning algorithms using inForm automated image analysis software built into the PhenoImager Fusion (Akoya Biosciences). Data represent IgG1 isotype control and ipilimumab groups (*n* = 6 per group). (**G**) Whole-lung hydroxyproline content (μg/lung) in IgG1 isotype control and ipilimumab treated groups (*n* = 4 per group). Data are shown as mean ± SEM. Statistical differences in **E**–**G** were tested using a paired 2-tailed Student’s *t* test.

**Figure 5:**
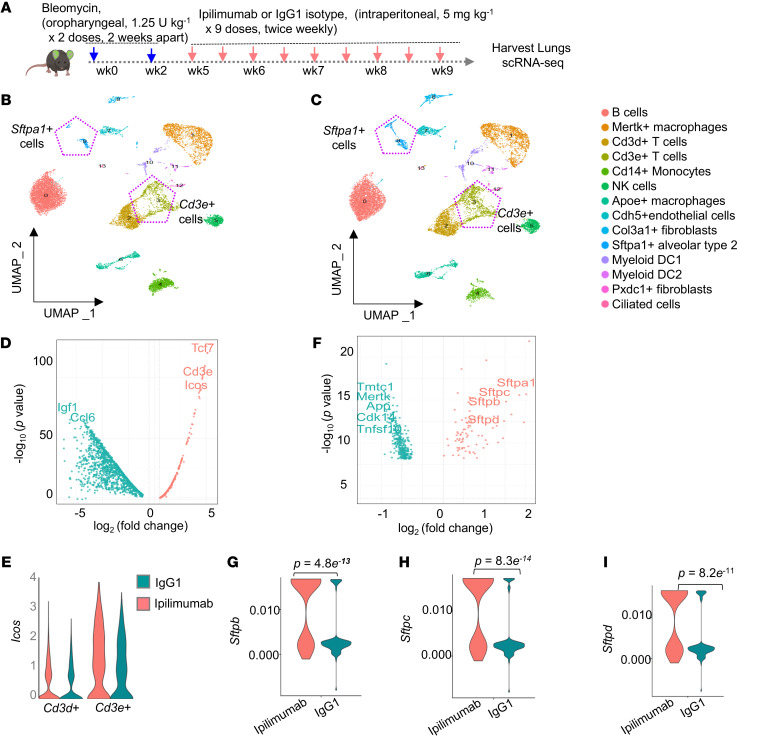
Fibrosis resolution in mice with CTLA4 blockade is associated with activation of T cell subsets and expansion of alveolar type 2 cells. (**A**) Experimental outline of humanized CTLA4 mice subjected to repetitive bleomycin injury–induced pulmonary fibrosis via oropharyngeal administration of bleomycin (1.25 U per kg body weight) in 2 doses,14 days apart. On day 21 after the second dose, mice were treated intraperitoneally with either control IgG1 isotype or the anti-CTLA4 monoclonal antibody ipilimumab at doses of 5 mg per kg body weight twice per week for 4.5 weeks (total of 9 doses). (**B** and **C**) UMAP of whole-lung cells from the IgG1 isotype control and ipilimumab groups. Cell clusters identified by scRNA-Seq are colored by cell type. The UMAP indicating the sftpa1^+^ cell cluster is highlighted with a hexagon. (**D**) Volcano plot showing differential gene expression in T cell clusters of the scRNA-Seq IgG1 isotype control and ipilimumab dataset. A total of 99 differentially expressed genes were identified [log_2_(fold change) > 0.3 and FDR-adjusted *P* < 0.05]. (**E**) Violin plot showing gene expression of *Icos* in the Cd3δ^+^ and Cd3ε^+^ T cell clusters of the scRNA-Seq data for whole lung cells from the IgG1 isotype control or ipilimumab groups. (**F**) Volcano plot showing differential gene expression in the sftpa1^+^ cell cluster of the scRNA-Seq dataset for the IgG1 isotype control and ipilimumab groups. A total of 399 differentially expressed genes were identified [log_2_(fold change) > 0.3, FDR-adjusted *P* < 0.05]. (**G**–**I**) Violin plots showing AT2 cell expression of the marker genes *sftpb*, *sftpc*, and *sftpd* in the in sftpa1^+^ cell cluster.

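In T-like cells summed per mouse (n = 3 per group), 0 genes passed the thresholds of the legend, and 625 had an unadjusted p under 0.05. The paper does not describe sums per mouse for its own count, so the unit of test may differ. In 1289 genes (11.0%) the groups did not overlap, where 10% would by chance. Without the low-count filter, the alternative that moved the count most, 117 genes passed, of which 21 fail that filter. DESeq2 gave 8 genes, and leaving out ipilimumab replicate 1 gave 6. Other ways to split the 6 mice into 3 and 3 gave from 0 to 4 genes.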

**Figure 6:**
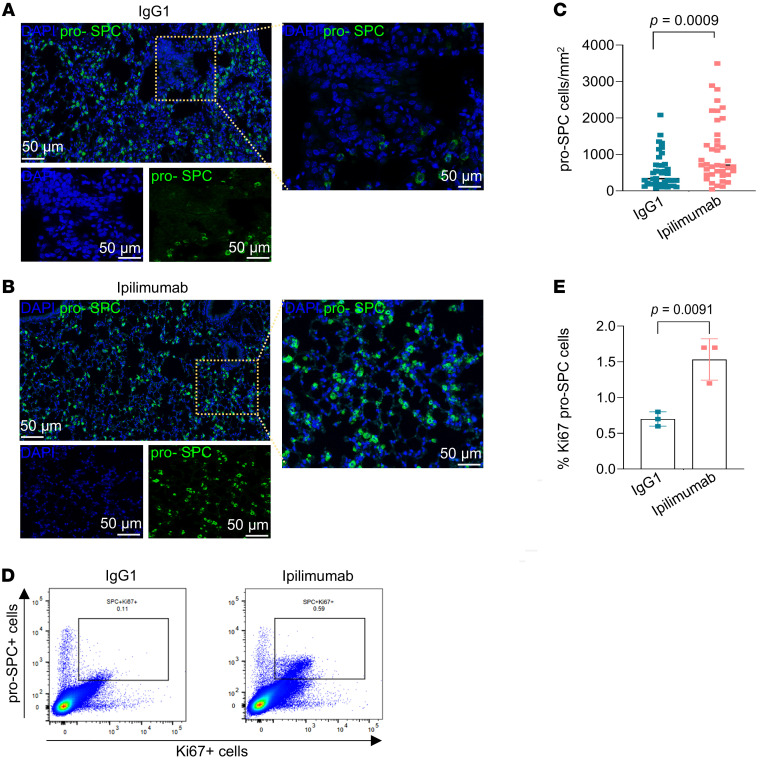
Senescent cell accumulation is reduced in mice with resolving fibrosis. (**A** and **B**) Representative images of pro-SPC^+^ cells (green) and DAPI (blue) in IgG1 isotype control and ipilimumab groups. Scale bar: 50 μm. (**C**) Phenotyping of pro-SPC^+^ cells. Images were processed with machine-learning algorithms in inForm automated image analysis software built in PhenoImager Fusion. Spatial analysis of pro-SPC^+^ cells in IgG1 isotype control and ipilimumab groups (*n* = 30 per group, representing 6 ROIs from 5 mice per group). (**D**) Representative flow cytometry plots of Ki67^+^SPC cells in IgG1 and ipilimumab groups. (**E**) The percentage of SPC and Ki67^+^ cells in IgG1 isotype control and ipilimumab groups (*n* = 3 mice per group). Data are shown as mean ± SEM. Statistical differences in **C** and **E** were tested using a paired 2-tailed Student’s *t* test.

**Figure 7:**
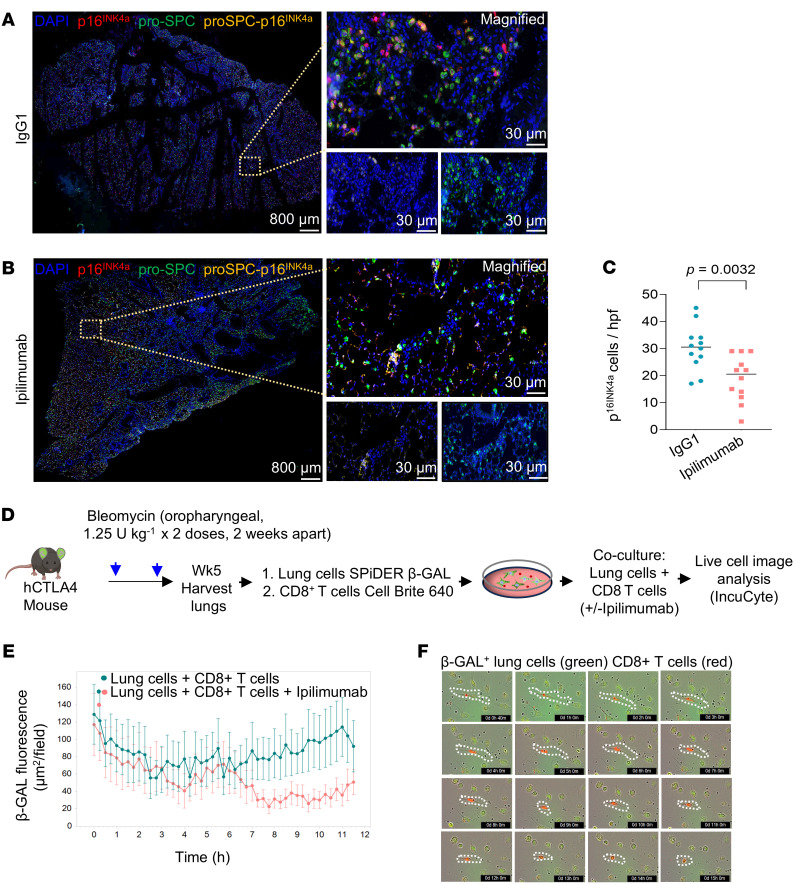
CTLA4 blockade decreases the accumulation of p16^INK4a^-expressing cells in vivo and mediates killing of senescent cells ex vivo. (**A** and **B**) Immunohistochemistry staining of p16^INK4a^ in lung tissue sections from the 2 groups receiving either IgG1 isotype control or ipilimumab. Scale bar: 800 μm (left); 30 μm (right). (**C**) Quantitation of p16^INK4a+^ cells observed in high-power field (hpf) images of the IgG1 isotype control and ipilimumab (*n* = 4 in each group). (**D**) Schematic representation of ex vivo studies of CD8^+^ T cell–mediated killing. (**E**) Lung cells isolated from bleomycin-injured mice were stained with SPiDER-β-GAL and cocultured with CD8^+^ T cells (2:1 ratio) isolated from the same mice for 12 hours with or without ipilimumab (0.05 μg/mL). Real-time detection of fluorescent area of β-GAL^+^ cells/image (*n* = 16 images per condition at each time point indicated). (**F**) Images of CD8^+^ T cell–mediated killing of β-GAL^+^ lung cells. Images were taken using live-cell imaging with the IncuCyte system. The CD8^+^ T cells were labeled with Cellbright 640 (Biotium) (red) to visualize their interaction with β-GAL^+^ (green) lung cells. Data are shown as mean ± SEM. Statistical differences in **C** were tested using a paired 2-tailed Student’s *t* test.

# Supplementary material for: Reactivation of CTLA4-expressing T cells accelerates resolution of lung fibrosis in a humanized mouse model
**Source:** J Clin Invest. 2025 Mar 18;135(10):e181775. doi: 10.1172/JCI181775
**Supplement:** Supplemental data

SUPPLEMENTARY FIGURES 1

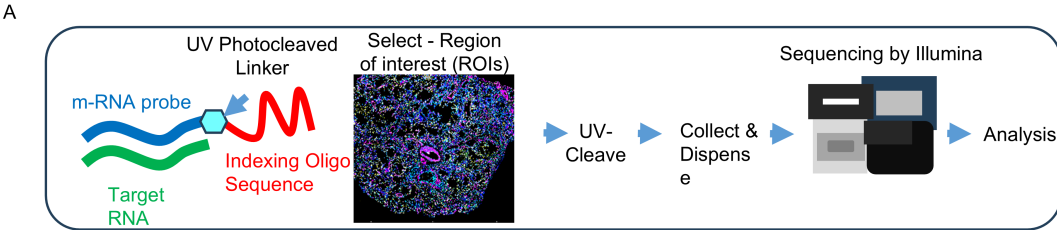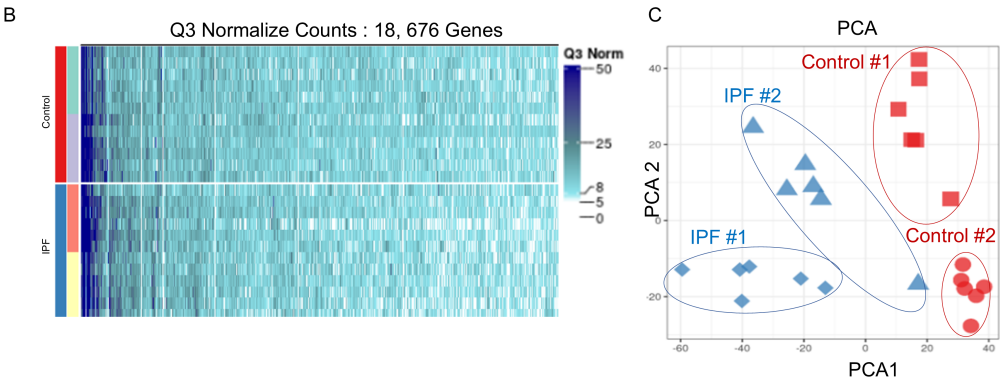

SUPPLEMENTARY FIGURES 2

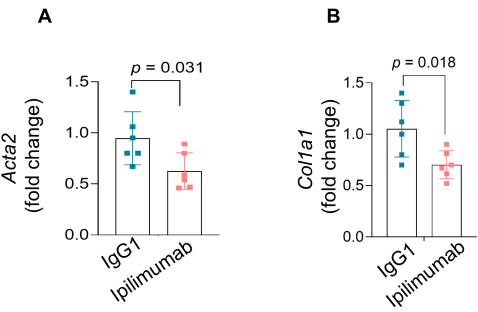

SUPPLEMENTARY FIGURES 3

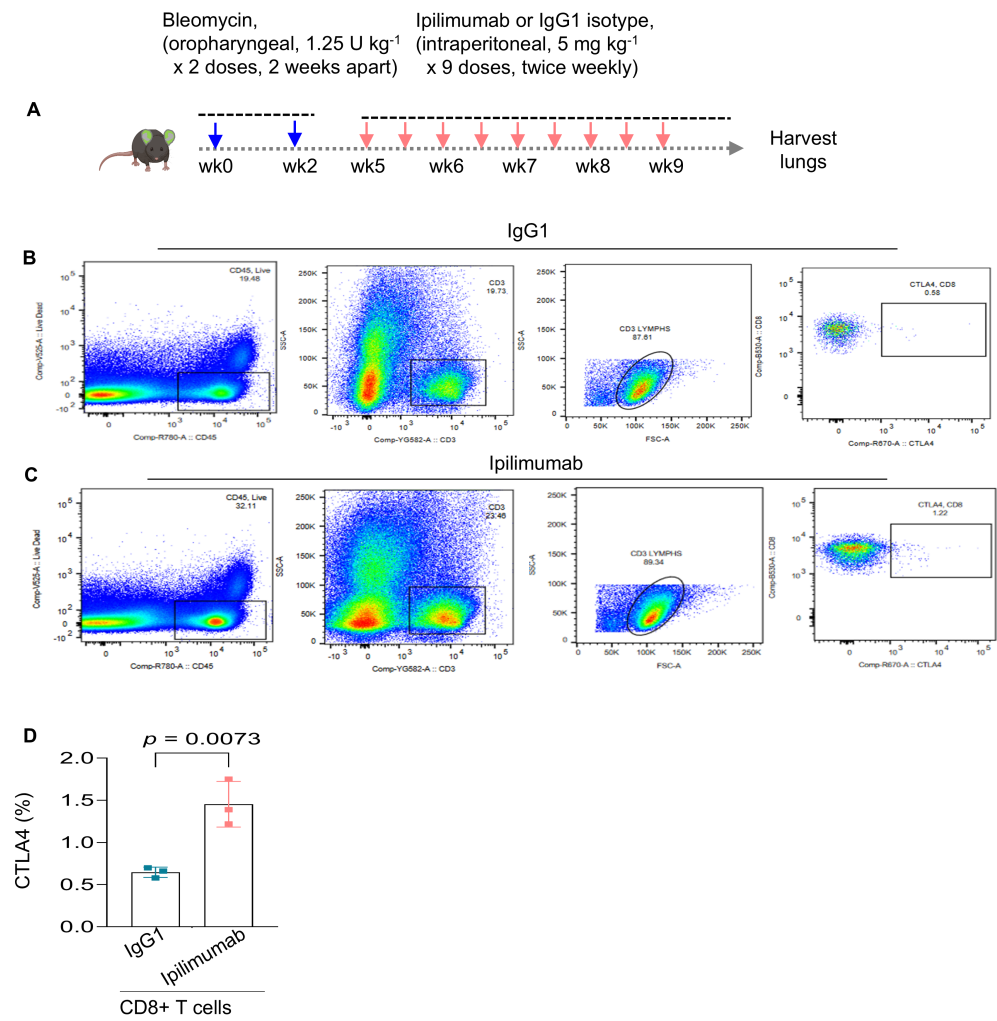

SUPPLEMENTARY FIGURES 4

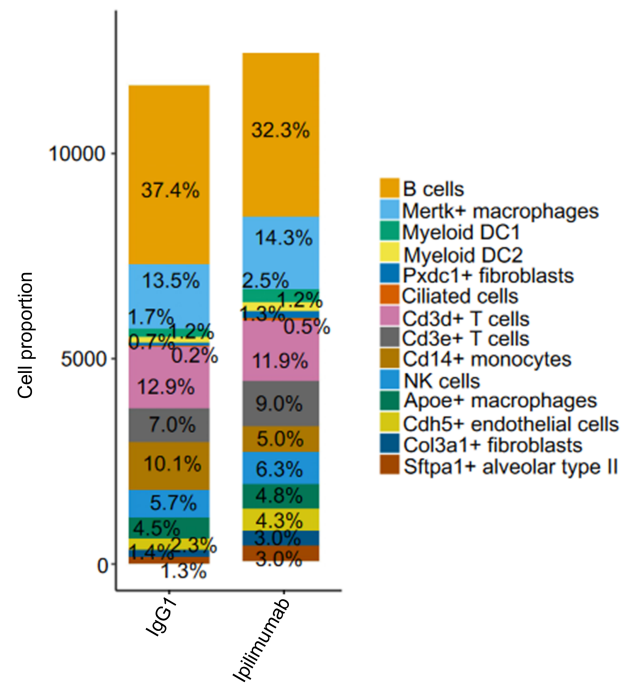

SUPPLEMENTARY FIGURES 5

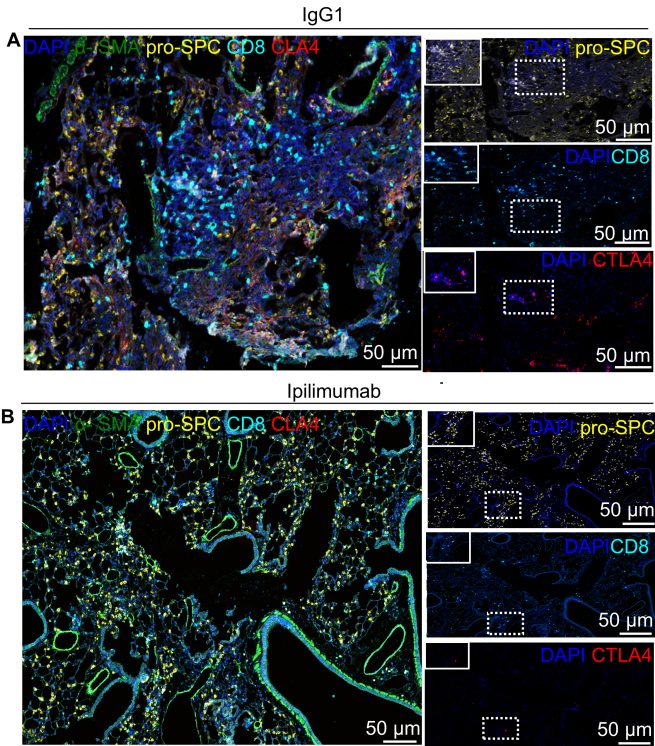

## Supplemental Figure Legends

**Supplemental Figure 1:** Schematic of study design and workflow. (A) Tissue sections were labeled with in-situ probes for mRNA detection via a UV photocleavable linker and 4 fluorescently labeled morphology markers; pan-CK (cyan), CD31 (yellow),  $\alpha$ -SMA (magenta), and the DAPI (blue). (B) Heatmap displaying normalized read counts for control and IPF samples. (C) PCA plot depicting the distribution of control (n = 12 ROIs) and IPF samples (n = 12 ROIs).

**Supplemental Figure 2:** Gene expression of Acta2 and Colla1 in lungs of mice treated with IgG1 control or ipilimumab (n = 6 per group). Data are reported as mean  $\pm$  SEM; statistical differences were tested using a paired Student's t-test (two-tailed).

**Supplemental Figure 3:** Analysis of CTLA4-expressing CD8<sup>+</sup> T cells in lungs of IgG1 and Ipilimumab treated groups. Data are reported as mean  $\pm$  SEM; statistical differences were tested using a paired Student's t-test (two-tailed). (A) Experimental outline of humanized CTLA4 mice subjected to repetitive bleomycin injury induced pulmonary fibrosis via oropharyngeal administration of bleomycin (1.25 U kg<sup>-1</sup> body weight), two doses, 14 days apart. On day 21 after the 2nd dose, mice were treated intraperitoneally with either control IgG1 isotype or the anti-CTLA4 monoclonal antibody ipilimumab at doses of 5 mg kg<sup>-1</sup> body weight twice per week for 4.5 weeks (total of 9 doses). (B-C) Representative flow cytometry plots of lung cells isolated from IgG1 and ipilimumab treated groups and stained for CD45, CD3, CTLA, and CD8. (D) Bar graph depicting percentage of CTLA4 expressing CD8<sup>+</sup> T cells from IgG1 isotype control and ipilimumab treated groups from B-C. Data are reported as mean  $\pm$  SEM; statistical differences were tested using a paired Student's t-test (two-tailed).

**Supplemental Figure 4:** Cell type annotation and relative proportions from scRNA-seq of IgG1 and ipilimumab treated groups.

**Supplemental Figure 5:** Multiplex IHC staining of lungs from IgG1 control and ipilimumab treated mice. (A) Representative multiplex IHC staining with  $\alpha$ -SMA (green), pro-SPC (yellow), CD8 (cyan), and CTLA4 (red) in IgG1 group. (B) Representative multiplex IHC staining with  $\alpha$ -SMA (green), pro-SPC (yellow), CD8 (cyan), and CTLA4 (red) in the ipilimumab treated group.

**Supplemental Table 1:** Ingenuity pathway analysis (IPA) of differentially expressed genes between IPF and control lungs.

**Supplemental Table 2:** Differences in protein expression within regions of interest (ROIs) in control vs. IPF lungs (n = 12 ROIs in each group).

**Supplemental Table 3:** Differentially expressed genes in the AT2 cell cluster, comparing ipilimumab and control IgG1 treated mice (n = 3 per group).

**Supplemental Video 1:** Representative video of CD8<sup>+</sup> T cell mediated killing of SPiDER- $\beta$ -GAL positive lung cells from bleomycin injured mice (based on protocol depicted in Figure 4D). CD8<sup>+</sup> T cells and SPiDER- $\beta$ -GAL<sup>+</sup> cells were isolated from bleomycin-injured mice and co-cultured in a 1:2 ratio for 14 h with or without ipilimumab.

**Supplemental Table 3: Differentially expressed genes in the AT2 cell cluster, comparing ipilimumab vs. control groups**

| Gene    | p value  | avg_log2FC | Ipilimumab | IgG1  | p_value adjusted |
|---------|----------|------------|------------|-------|------------------|
| Cd74    | 4.41E-20 | 2.584728   | 0.601      | 0.21  | 9.68E-16         |
| Sftpa1  | 6.69E-14 | 2.512903   | 0.412      | 0.09  | 1.47E-09         |
| Lyz2    | 1.25E-10 | 2.458137   | 0.518      | 0.287 | 2.74E-06         |
| Sftpc   | 8.31E-14 | 2.345374   | 0.404      | 0.078 | 1.82E-09         |
| Cxcl15  | 1.49E-11 | 2.154575   | 0.365      | 0.09  | 3.28E-07         |
| Sftpb   | 4.82E-13 | 2.02476    | 0.404      | 0.09  | 1.06E-08         |
| Sftpd   | 8.82E-11 | 1.976848   | 0.368      | 0.102 | 1.94E-06         |
| Igkc    | 8.96E-09 | 1.949      | 0.334      | 0.114 | 0.000197         |
| Chil1   | 2.77E-08 | 1.831805   | 0.275      | 0.066 | 0.000608         |
| Scd1    | 3.14E-10 | 1.799241   | 0.383      | 0.126 | 6.89E-06         |
| Slc34a2 | 2.58E-11 | 1.730396   | 0.332      | 0.054 | 5.66E-07         |
| H2-Aa   | 5.59E-10 | 1.703045   | 0.386      | 0.138 | 1.23E-05         |
| Napsa   | 4.36E-08 | 1.568181   | 0.329      | 0.12  | 0.000957         |
| Rps24   | 7.13E-18 | 1.54677    | 0.847      | 0.677 | 1.57E-13         |
| Npc2    | 1.45E-08 | 1.531377   | 0.648      | 0.515 | 0.000318         |
| H2-Eb1  | 1.17E-07 | 1.477867   | 0.342      | 0.144 | 0.00257          |
| H2-Ab1  | 4.56E-09 | 1.445593   | 0.417      | 0.18  | 0.0001           |
| Ank3    | 4.28E-09 | 1.357641   | 0.355      | 0.114 | 9.41E-05         |
| Btg1    | 1.77E-06 | 1.32052    | 0.51       | 0.377 | 0.038929         |
| Wfdc2   | 4.85E-08 | 1.309648   | 0.376      | 0.15  | 0.001065         |
| Hc      | 5.56E-07 | 1.266914   | 0.215      | 0.042 | 0.012204         |
| Rps15a  | 5.01E-11 | 1.264492   | 0.785      | 0.683 | 1.10E-06         |
| S100g   | 3.74E-07 | 1.233636   | 0.244      | 0.06  | 0.008207         |
| Rpl32   | 2.00E-13 | 1.215655   | 0.759      | 0.575 | 4.39E-09         |
| Rps7    | 1.28E-09 | 1.196044   | 0.744      | 0.653 | 2.81E-05         |
| Rps19   | 1.15E-10 | 1.183598   | 0.793      | 0.677 | 2.53E-06         |
| Rpl30   | 1.10E-12 | 1.178808   | 0.788      | 0.635 | 2.41E-08         |
| Rps18   | 6.70E-11 | 1.168032   | 0.731      | 0.581 | 1.47E-06         |
| Rps10   | 3.22E-10 | 1.156141   | 0.793      | 0.713 | 7.06E-06         |
| Lamp3   | 4.71E-07 | 1.149806   | 0.254      | 0.066 | 0.010333         |
| Fau     | 1.56E-13 | 1.142465   | 0.868      | 0.737 | 3.42E-09         |
| Rpl21   | 6.05E-12 | 1.141484   | 0.79       | 0.695 | 1.33E-07         |
| Rpl3    | 3.33E-07 | 1.138114   | 0.684      | 0.611 | 0.007304         |
| Rps27   | 2.95E-10 | 1.115258   | 0.811      | 0.731 | 6.48E-06         |
| Rpl23   | 5.44E-13 | 1.112567   | 0.832      | 0.725 | 1.20E-08         |
| Rpl13a  | 4.97E-10 | 1.1122     | 0.767      | 0.665 | 1.09E-05         |
| Rps26   | 7.70E-08 | 1.110515   | 0.744      | 0.629 | 0.001692         |
| Rps28   | 3.94E-09 | 1.096245   | 0.699      | 0.545 | 8.65E-05         |

|        |          |          |       |       |          |
|--------|----------|----------|-------|-------|----------|
| Rps23  | 1.48E-10 | 1.090065 | 0.79  | 0.695 | 3.24E-06 |
| Rps20  | 6.30E-09 | 1.077824 | 0.785 | 0.737 | 0.000138 |
| Rps16  | 1.29E-10 | 1.066553 | 0.782 | 0.659 | 2.83E-06 |
| Rps3   | 2.46E-09 | 1.055745 | 0.712 | 0.611 | 5.39E-05 |
| Rps14  | 3.74E-11 | 1.048917 | 0.821 | 0.749 | 8.22E-07 |
| Rpl10a | 2.92E-07 | 1.044571 | 0.65  | 0.545 | 0.006403 |
| Rps3a1 | 8.07E-10 | 1.028929 | 0.79  | 0.701 | 1.77E-05 |
| Rpl12  | 1.17E-07 | 1.012892 | 0.674 | 0.533 | 0.002577 |
| Rpl36  | 1.85E-06 | 0.998969 | 0.687 | 0.611 | 0.040657 |
| Rpl26  | 8.62E-10 | 0.993438 | 0.788 | 0.671 | 1.89E-05 |
| Rpl18a | 9.30E-09 | 0.98233  | 0.793 | 0.76  | 0.000204 |
| Rps4x  | 2.18E-08 | 0.969563 | 0.736 | 0.653 | 0.000478 |
| Rpl35a | 1.32E-08 | 0.968654 | 0.788 | 0.719 | 0.00029  |
| Rps21  | 1.87E-09 | 0.966887 | 0.785 | 0.725 | 4.10E-05 |
| Cbr2   | 1.13E-07 | 0.965579 | 0.311 | 0.09  | 0.00248  |
| Rps12  | 6.62E-11 | 0.956274 | 0.816 | 0.725 | 1.45E-06 |
| Rpl37a | 1.47E-07 | 0.956256 | 0.793 | 0.76  | 0.003225 |
| Tpt1   | 7.67E-17 | 0.944778 | 0.948 | 0.862 | 1.68E-12 |
| Rpl8   | 2.61E-08 | 0.93508  | 0.788 | 0.695 | 0.000573 |
| Rps29  | 3.01E-09 | 0.924339 | 0.816 | 0.725 | 6.61E-05 |
| Rpl9   | 3.68E-09 | 0.923491 | 0.756 | 0.713 | 8.09E-05 |
| Rpl28  | 1.04E-08 | 0.903318 | 0.746 | 0.683 | 0.000228 |
| Rpl17  | 1.77E-07 | 0.890904 | 0.777 | 0.737 | 0.003878 |
| Rpl18  | 1.13E-07 | 0.888374 | 0.746 | 0.695 | 0.002484 |
| Rpl34  | 1.58E-08 | 0.883137 | 0.795 | 0.725 | 0.000346 |
| Rpl39  | 8.34E-07 | 0.874634 | 0.715 | 0.605 | 0.018308 |
| Rpl13  | 2.41E-09 | 0.861614 | 0.832 | 0.772 | 5.29E-05 |
| Rps11  | 2.48E-07 | 0.854399 | 0.767 | 0.707 | 0.005442 |
| Tmsb4x | 4.76E-14 | 0.853507 | 0.938 | 0.88  | 1.05E-09 |
| Rps5   | 1.17E-07 | 0.847956 | 0.764 | 0.671 | 0.00256  |
| Rpl19  | 1.69E-09 | 0.844439 | 0.826 | 0.725 | 3.70E-05 |
| Rplp1  | 1.09E-08 | 0.843199 | 0.847 | 0.772 | 0.00024  |
| Rpl27a | 4.01E-09 | 0.825784 | 0.832 | 0.766 | 8.82E-05 |
| Fth1   | 1.23E-10 | 0.802682 | 0.868 | 0.808 | 2.70E-06 |
| Rpl37  | 1.79E-08 | 0.801493 | 0.767 | 0.683 | 0.000393 |
| Eef1a1 | 4.19E-12 | 0.77788  | 0.922 | 0.886 | 9.20E-08 |
| Rps8   | 8.54E-07 | 0.740132 | 0.819 | 0.766 | 0.018751 |
| Rpl41  | 6.04E-08 | 0.626984 | 0.847 | 0.826 | 0.001327 |
| Actb   | 1.09E-08 | 0.602382 | 0.977 | 0.97  | 0.00024  |
| Ftl1   | 9.50E-07 | 0.522161 | 0.813 | 0.784 | 0.020859 |
| Tbc1d8 | 3.49E-07 | -0.25335 | 0.246 | 0.467 | 0.007661 |

|           |          |          |       |       |          |
|-----------|----------|----------|-------|-------|----------|
| Dmxl2     | 6.80E-07 | -0.26041 | 0.101 | 0.263 | 0.014938 |
| Map3k7    | 5.10E-08 | -0.27378 | 0.153 | 0.359 | 0.00112  |
| Mfsd1     | 5.62E-07 | -0.27571 | 0.166 | 0.353 | 0.01234  |
| Adam10    | 1.68E-06 | -0.27693 | 0.386 | 0.599 | 0.036885 |
| Fam192a   | 1.70E-06 | -0.27922 | 0.14  | 0.305 | 0.037299 |
| Kidins220 | 1.84E-07 | -0.27949 | 0.29  | 0.527 | 0.004051 |
| Cab39     | 7.08E-07 | -0.28306 | 0.358 | 0.605 | 0.015545 |
| Zfp532    | 5.65E-07 | -0.28756 | 0.228 | 0.443 | 0.012405 |
| Rassf8    | 1.20E-06 | -0.28893 | 0.21  | 0.407 | 0.026324 |
| Rab7      | 1.88E-06 | -0.306   | 0.456 | 0.754 | 0.041209 |
| Pcdh17    | 2.23E-06 | -0.30976 | 0.383 | 0.647 | 0.048946 |
| Layn      | 1.19E-06 | -0.3103  | 0.039 | 0.156 | 0.026183 |
| Mob1a     | 1.98E-08 | -0.32314 | 0.264 | 0.509 | 0.000435 |
| Apbb2     | 1.86E-06 | -0.32734 | 0.604 | 0.856 | 0.04078  |
| Gcnt2     | 1.06E-06 | -0.32769 | 0.394 | 0.653 | 0.023198 |
| Irf9      | 2.25E-06 | -0.3294  | 0.168 | 0.353 | 0.049384 |
| Atxn7l3b  | 6.05E-07 | -0.3333  | 0.358 | 0.587 | 0.013294 |
| Rasip1    | 1.68E-06 | -0.34222 | 0.378 | 0.653 | 0.036942 |
| Ehd2      | 1.76E-08 | -0.34546 | 0.319 | 0.611 | 0.000387 |
| Pdgfb     | 3.06E-07 | -0.34563 | 0.446 | 0.707 | 0.006709 |
| Orc5      | 1.14E-09 | -0.3488  | 0.028 | 0.174 | 2.51E-05 |
| Crk       | 1.66E-07 | -0.34881 | 0.396 | 0.653 | 0.003636 |
| Git2      | 7.34E-09 | -0.35137 | 0.337 | 0.611 | 0.000161 |
| Psmc12    | 2.09E-07 | -0.35146 | 0.262 | 0.479 | 0.004588 |
| Clstn1    | 2.80E-07 | -0.353   | 0.433 | 0.677 | 0.006155 |
| Golim4    | 2.36E-07 | -0.35409 | 0.171 | 0.365 | 0.005179 |
| Sppl2a    | 1.22E-07 | -0.35492 | 0.402 | 0.659 | 0.002684 |
| Cds2      | 1.34E-08 | -0.35545 | 0.368 | 0.641 | 0.000294 |
| Mylk      | 9.27E-07 | -0.3609  | 0.448 | 0.707 | 0.020362 |
| Ptpra     | 5.56E-07 | -0.36814 | 0.306 | 0.539 | 0.012209 |
| Pon2      | 5.13E-07 | -0.36905 | 0.373 | 0.611 | 0.011271 |
| Zfp710    | 8.09E-09 | -0.36914 | 0.373 | 0.647 | 0.000178 |
| A4galt    | 2.29E-07 | -0.36958 | 0.161 | 0.359 | 0.00502  |
| Nid1      | 1.61E-06 | -0.37005 | 0.269 | 0.485 | 0.03529  |
| Gm9917    | 2.42E-07 | -0.37059 | 0.218 | 0.443 | 0.00532  |
| Elovl5    | 7.52E-07 | -0.37377 | 0.391 | 0.629 | 0.016512 |
| Efnb1     | 6.49E-07 | -0.37617 | 0.342 | 0.581 | 0.014255 |
| Sbf2      | 1.22E-07 | -0.37943 | 0.404 | 0.677 | 0.002689 |
| Dhrs3     | 2.91E-07 | -0.38985 | 0.409 | 0.647 | 0.006394 |
| Sh2b3     | 2.02E-06 | -0.3905  | 0.207 | 0.413 | 0.044324 |
| Togaram1  | 9.30E-07 | -0.39194 | 0.212 | 0.413 | 0.02043  |

|          |          |          |       |       |          |
|----------|----------|----------|-------|-------|----------|
| Kif13a   | 8.31E-07 | -0.3929  | 0.386 | 0.617 | 0.018259 |
| Soga1    | 2.67E-09 | -0.3933  | 0.176 | 0.419 | 5.86E-05 |
| Ripply3  | 8.92E-07 | -0.39601 | 0.308 | 0.539 | 0.019581 |
| Plscr4   | 8.81E-07 | -0.39689 | 0.259 | 0.473 | 0.019356 |
| Pawr     | 1.80E-06 | -0.39835 | 0.365 | 0.593 | 0.039432 |
| Atrn     | 2.24E-07 | -0.40178 | 0.254 | 0.479 | 0.004928 |
| Wars     | 7.62E-07 | -0.40357 | 0.352 | 0.581 | 0.016734 |
| Jcad     | 1.45E-06 | -0.40518 | 0.254 | 0.467 | 0.031818 |
| Ppp1r13b | 9.98E-07 | -0.40678 | 0.402 | 0.617 | 0.021907 |
| Mrtfb    | 1.09E-06 | -0.40724 | 0.311 | 0.521 | 0.023954 |
| Rock2    | 1.97E-07 | -0.40756 | 0.619 | 0.844 | 0.004317 |
| Pacs1    | 2.26E-06 | -0.40778 | 0.43  | 0.641 | 0.049647 |
| Tcf4     | 2.24E-06 | -0.40971 | 0.635 | 0.856 | 0.049114 |
| Notch1   | 1.20E-07 | -0.41068 | 0.383 | 0.635 | 0.002632 |
| Stip1    | 1.50E-06 | -0.41299 | 0.145 | 0.305 | 0.032832 |
| Lars2    | 1.64E-06 | -0.41353 | 0.699 | 0.886 | 0.036037 |
| Col4a1   | 5.27E-07 | -0.41427 | 0.536 | 0.802 | 0.011562 |
| Capn2    | 3.32E-10 | -0.4147  | 0.324 | 0.617 | 7.29E-06 |
| Tanc1    | 1.19E-07 | -0.4152  | 0.554 | 0.814 | 0.002619 |
| St3gal6  | 4.04E-07 | -0.41577 | 0.435 | 0.683 | 0.00888  |
| Vat1     | 6.70E-07 | -0.41645 | 0.409 | 0.659 | 0.014721 |
| Rab31    | 9.98E-07 | -0.41651 | 0.342 | 0.593 | 0.021915 |
| N4bp1    | 6.93E-08 | -0.41692 | 0.238 | 0.467 | 0.001523 |
| Plxna1   | 1.74E-08 | -0.41845 | 0.342 | 0.581 | 0.000382 |
| Ushbp1   | 5.60E-08 | -0.41928 | 0.192 | 0.407 | 0.001229 |
| Tspan12  | 1.43E-08 | -0.41928 | 0.464 | 0.719 | 0.000315 |
| Pde8b    | 7.83E-07 | -0.4196  | 0.472 | 0.713 | 0.017199 |
| Ppp2r5a  | 1.56E-06 | -0.42008 | 0.57  | 0.802 | 0.034359 |
| Zdhhc17  | 9.11E-08 | -0.42132 | 0.199 | 0.413 | 0.002    |
| Tmcc1    | 1.72E-06 | -0.42188 | 0.285 | 0.497 | 0.037775 |
| Hspa12b  | 7.25E-07 | -0.42759 | 0.272 | 0.497 | 0.015915 |
| Coro2b   | 9.91E-10 | -0.43017 | 0.269 | 0.533 | 2.18E-05 |
| Reps2    | 3.32E-07 | -0.43051 | 0.171 | 0.365 | 0.007299 |
| Nipal3   | 7.24E-07 | -0.43143 | 0.332 | 0.557 | 0.015898 |
| Cd2ap    | 2.28E-08 | -0.43171 | 0.396 | 0.659 | 0.0005   |
| Enho     | 2.33E-08 | -0.43225 | 0.251 | 0.497 | 0.000511 |
| Prdm1    | 1.78E-06 | -0.43426 | 0.293 | 0.509 | 0.039035 |
| Asap1    | 1.66E-06 | -0.43471 | 0.461 | 0.713 | 0.036367 |
| Rb1cc1   | 1.30E-07 | -0.43545 | 0.391 | 0.623 | 0.002862 |
| Hspb1    | 4.91E-07 | -0.43552 | 0.513 | 0.737 | 0.010781 |
| Rap1a    | 1.40E-06 | -0.43692 | 0.63  | 0.85  | 0.030666 |

|               |          |          |       |       |          |
|---------------|----------|----------|-------|-------|----------|
| S1pr1         | 2.18E-06 | -0.43732 | 0.552 | 0.784 | 0.047801 |
| Hook3         | 7.14E-07 | -0.43734 | 0.415 | 0.647 | 0.015673 |
| Rasa1         | 4.02E-07 | -0.43766 | 0.329 | 0.551 | 0.008824 |
| Nbr1          | 2.64E-07 | -0.43802 | 0.236 | 0.431 | 0.005798 |
| Ctnnd1        | 7.09E-07 | -0.43935 | 0.567 | 0.808 | 0.015565 |
| Fmnl3         | 8.90E-07 | -0.44368 | 0.244 | 0.449 | 0.01955  |
| Tmbim1        | 2.03E-07 | -0.44575 | 0.391 | 0.623 | 0.004449 |
| Tln2          | 1.97E-06 | -0.44794 | 0.381 | 0.605 | 0.043265 |
| Stxbp1        | 1.96E-06 | -0.44833 | 0.249 | 0.449 | 0.043086 |
| Cdc42bpa      | 2.16E-06 | -0.44866 | 0.482 | 0.731 | 0.04734  |
| Hip1          | 1.53E-07 | -0.45023 | 0.399 | 0.659 | 0.003364 |
| Lhfp          | 1.08E-06 | -0.45085 | 0.456 | 0.725 | 0.023699 |
| Nbeal1        | 4.05E-08 | -0.45243 | 0.345 | 0.605 | 0.000889 |
| Sema3f        | 1.51E-06 | -0.45478 | 0.492 | 0.749 | 0.033061 |
| Afg1l         | 2.25E-07 | -0.45619 | 0.218 | 0.431 | 0.004936 |
| Rasgef1a      | 4.37E-07 | -0.45666 | 0.37  | 0.623 | 0.009607 |
| Fam219a       | 4.54E-07 | -0.4571  | 0.337 | 0.587 | 0.009969 |
| Qk            | 4.35E-07 | -0.45811 | 0.731 | 0.898 | 0.009542 |
| Inpp5a        | 5.10E-08 | -0.45901 | 0.438 | 0.737 | 0.001119 |
| Gm4258        | 3.00E-07 | -0.45904 | 0.218 | 0.443 | 0.006582 |
| Ppp2r3a       | 1.48E-06 | -0.45953 | 0.194 | 0.377 | 0.032456 |
| 2610203C22Rik | 1.32E-06 | -0.46214 | 0.293 | 0.515 | 0.028928 |
| Plpp1         | 1.23E-07 | -0.46292 | 0.464 | 0.749 | 0.002707 |
| Nck1          | 8.68E-09 | -0.464   | 0.342 | 0.599 | 0.000191 |
| Osbpl8        | 3.26E-08 | -0.46614 | 0.459 | 0.737 | 0.000716 |
| Tbx3          | 1.39E-07 | -0.46718 | 0.536 | 0.778 | 0.003053 |
| Rcsd1         | 2.71E-07 | -0.46791 | 0.404 | 0.653 | 0.005943 |
| Irs1          | 1.93E-06 | -0.47125 | 0.215 | 0.401 | 0.042438 |
| Dpysl3        | 9.75E-07 | -0.47197 | 0.262 | 0.467 | 0.02142  |
| Slco3a1       | 1.88E-08 | -0.47239 | 0.417 | 0.683 | 0.000413 |
| Cavin2        | 1.03E-06 | -0.47361 | 0.593 | 0.814 | 0.022539 |
| Mef2a         | 6.48E-08 | -0.47366 | 0.614 | 0.88  | 0.001424 |
| Ptk2          | 1.31E-08 | -0.4762  | 0.5   | 0.778 | 0.000287 |
| Klf2          | 4.02E-07 | -0.47758 | 0.565 | 0.79  | 0.008825 |
| Casz1         | 6.28E-07 | -0.47826 | 0.505 | 0.743 | 0.013798 |
| Myct1         | 2.78E-07 | -0.47901 | 0.435 | 0.701 | 0.006106 |
| Hexb          | 1.98E-07 | -0.48054 | 0.492 | 0.76  | 0.004347 |
| Impdh1        | 1.44E-07 | -0.48276 | 0.358 | 0.593 | 0.003173 |
| Tnfsf10       | 2.73E-09 | -0.4828  | 0.332 | 0.611 | 5.99E-05 |
| Zfhx3         | 2.24E-07 | -0.48282 | 0.606 | 0.832 | 0.004929 |
| Stim2         | 5.06E-07 | -0.48518 | 0.412 | 0.647 | 0.011102 |

|         |          |          |       |       |          |
|---------|----------|----------|-------|-------|----------|
| Ccnl2   | 3.23E-07 | -0.48686 | 0.303 | 0.521 | 0.007096 |
| Kat2b   | 9.83E-08 | -0.48697 | 0.389 | 0.629 | 0.002159 |
| Atp8a1  | 1.81E-08 | -0.48807 | 0.772 | 0.922 | 0.000397 |
| Krt80   | 1.31E-08 | -0.48873 | 0.409 | 0.701 | 0.000287 |
| Bdkrb2  | 1.05E-07 | -0.48892 | 0.101 | 0.287 | 0.002315 |
| Map7d1  | 1.34E-07 | -0.4893  | 0.399 | 0.653 | 0.002953 |
| Nhlrc2  | 1.69E-06 | -0.4911  | 0.523 | 0.737 | 0.03706  |
| Otud7b  | 6.79E-07 | -0.4927  | 0.337 | 0.563 | 0.014915 |
| Srgap2  | 9.49E-07 | -0.49399 | 0.407 | 0.635 | 0.02083  |
| Ahr     | 2.14E-07 | -0.494   | 0.427 | 0.689 | 0.004702 |
| Syne1   | 3.28E-07 | -0.49427 | 0.508 | 0.79  | 0.007205 |
| Igf1r   | 1.55E-07 | -0.49591 | 0.409 | 0.683 | 0.003412 |
| Itga2   | 1.23E-07 | -0.49769 | 0.295 | 0.539 | 0.002691 |
| Trerf1  | 1.67E-06 | -0.49807 | 0.368 | 0.605 | 0.036708 |
| Cdh5    | 4.72E-07 | -0.49958 | 0.614 | 0.79  | 0.010363 |
| Cyyr1   | 3.16E-07 | -0.5     | 0.484 | 0.749 | 0.006931 |
| Galnt18 | 3.11E-07 | -0.50047 | 0.598 | 0.844 | 0.006822 |
| Thbd    | 2.28E-07 | -0.50274 | 0.552 | 0.784 | 0.005015 |
| Itgb5   | 3.00E-08 | -0.50448 | 0.365 | 0.635 | 0.000659 |
| Mbd5    | 1.53E-06 | -0.50557 | 0.402 | 0.605 | 0.03362  |
| Marcks  | 1.23E-06 | -0.50561 | 0.503 | 0.713 | 0.026949 |
| Hecw2   | 6.66E-08 | -0.50614 | 0.412 | 0.665 | 0.001463 |
| Tspan13 | 3.17E-07 | -0.50806 | 0.611 | 0.82  | 0.006953 |
| Pik3cb  | 2.87E-08 | -0.50854 | 0.368 | 0.629 | 0.00063  |
| Klhl5   | 1.76E-07 | -0.50873 | 0.396 | 0.635 | 0.003862 |
| Stag2   | 6.00E-07 | -0.50897 | 0.448 | 0.695 | 0.013176 |
| Clec14a | 2.07E-06 | -0.50905 | 0.394 | 0.611 | 0.045417 |
| Rin2    | 1.46E-08 | -0.51036 | 0.415 | 0.683 | 0.00032  |
| Cdkal1  | 1.65E-06 | -0.51111 | 0.345 | 0.551 | 0.036125 |
| Stag1   | 3.06E-07 | -0.51413 | 0.505 | 0.754 | 0.006725 |
| Dock4   | 6.11E-07 | -0.51444 | 0.676 | 0.85  | 0.013419 |
| Dennd1a | 6.78E-07 | -0.51486 | 0.383 | 0.635 | 0.014898 |
| Kalrn   | 3.20E-08 | -0.51532 | 0.508 | 0.749 | 0.000702 |
| Pcdh1   | 1.10E-07 | -0.51563 | 0.482 | 0.719 | 0.002421 |
| Ptprg   | 1.02E-06 | -0.517   | 0.697 | 0.868 | 0.022343 |
| Psmc14  | 3.22E-07 | -0.5174  | 0.238 | 0.443 | 0.007081 |
| Mcc     | 6.41E-09 | -0.51767 | 0.541 | 0.844 | 0.000141 |
| Foxf1   | 5.85E-08 | -0.51856 | 0.446 | 0.737 | 0.001285 |
| Nrp1    | 2.13E-08 | -0.52424 | 0.72  | 0.892 | 0.000467 |
| Tjp2    | 2.48E-09 | -0.52507 | 0.521 | 0.808 | 5.44E-05 |
| Emp1    | 4.55E-07 | -0.52539 | 0.469 | 0.731 | 0.010003 |

|          |          |          |       |       |          |
|----------|----------|----------|-------|-------|----------|
| Meis1    | 2.14E-07 | -0.5256  | 0.474 | 0.737 | 0.004696 |
| Tmod2    | 1.26E-08 | -0.52672 | 0.35  | 0.611 | 0.000277 |
| Pmp22    | 9.74E-09 | -0.5268  | 0.56  | 0.826 | 0.000214 |
| Prickle1 | 2.60E-07 | -0.52686 | 0.42  | 0.659 | 0.005711 |
| Scn7a    | 1.76E-07 | -0.5279  | 0.565 | 0.766 | 0.003869 |
| Phactr1  | 4.33E-07 | -0.52914 | 0.42  | 0.647 | 0.009499 |
| Id1      | 4.45E-08 | -0.53022 | 0.368 | 0.623 | 0.000977 |
| Ptpn4    | 1.27E-06 | -0.53117 | 0.477 | 0.701 | 0.027835 |
| Fgf1     | 1.27E-07 | -0.53203 | 0.376 | 0.611 | 0.00279  |
| Klc1     | 3.12E-09 | -0.53378 | 0.282 | 0.551 | 6.86E-05 |
| Afap1l1  | 6.45E-07 | -0.53793 | 0.503 | 0.749 | 0.014168 |
| Tjp1     | 1.62E-09 | -0.53973 | 0.552 | 0.802 | 3.56E-05 |
| Lysmd2   | 2.81E-07 | -0.54216 | 0.22  | 0.431 | 0.006166 |
| Fry      | 5.95E-08 | -0.54366 | 0.42  | 0.671 | 0.001307 |
| Nckap1   | 1.15E-09 | -0.5441  | 0.433 | 0.695 | 2.52E-05 |
| Ankrd33b | 2.83E-08 | -0.54437 | 0.466 | 0.725 | 0.000621 |
| Tmcc3    | 1.13E-08 | -0.54441 | 0.5   | 0.76  | 0.000248 |
| Sptbn1   | 4.21E-10 | -0.5452  | 0.767 | 0.94  | 9.25E-06 |
| Lifr     | 4.60E-09 | -0.54551 | 0.313 | 0.563 | 0.000101 |
| Mapk6    | 6.99E-09 | -0.54648 | 0.368 | 0.659 | 0.000153 |
| Mtus1    | 7.61E-09 | -0.54697 | 0.448 | 0.707 | 0.000167 |
| Agfg1    | 7.73E-09 | -0.54725 | 0.547 | 0.814 | 0.00017  |
| Ehbp1    | 1.85E-07 | -0.54811 | 0.316 | 0.539 | 0.004064 |
| Sash1    | 5.68E-08 | -0.54925 | 0.495 | 0.766 | 0.001248 |
| Gmds     | 6.51E-09 | -0.54961 | 0.215 | 0.461 | 0.000143 |
| Rbfox2   | 1.13E-07 | -0.55094 | 0.477 | 0.737 | 0.002483 |
| Rbms1    | 2.99E-08 | -0.55185 | 0.728 | 0.91  | 0.000657 |
| Prx      | 1.57E-08 | -0.55293 | 0.482 | 0.749 | 0.000346 |
| Nfib     | 1.97E-08 | -0.55306 | 0.681 | 0.898 | 0.000432 |
| Emp2     | 1.12E-08 | -0.55391 | 0.741 | 0.916 | 0.000247 |
| Frmd6    | 3.70E-11 | -0.55481 | 0.417 | 0.737 | 8.13E-07 |
| Itpkb    | 6.00E-09 | -0.55565 | 0.49  | 0.784 | 0.000132 |
| Gnao1    | 2.56E-10 | -0.55665 | 0.363 | 0.671 | 5.62E-06 |
| Gab1     | 1.75E-06 | -0.5569  | 0.352 | 0.551 | 0.038454 |
| Pecam1   | 6.21E-08 | -0.5586  | 0.601 | 0.802 | 0.001364 |
| Apln     | 1.75E-07 | -0.56101 | 0.342 | 0.605 | 0.003844 |
| Stard13  | 2.19E-08 | -0.5616  | 0.427 | 0.689 | 0.000481 |
| Arhgef12 | 1.49E-09 | -0.56395 | 0.681 | 0.904 | 3.28E-05 |
| Ssh2     | 4.02E-07 | -0.56435 | 0.539 | 0.743 | 0.008821 |
| Zfp641   | 4.90E-07 | -0.5654  | 0.197 | 0.389 | 0.010756 |
| Car4     | 7.79E-08 | -0.56981 | 0.57  | 0.802 | 0.001712 |

|            |          |          |       |       |          |
|------------|----------|----------|-------|-------|----------|
| Fmnl2      | 1.12E-07 | -0.57107 | 0.554 | 0.766 | 0.002461 |
| Prkd1      | 2.10E-09 | -0.57176 | 0.282 | 0.551 | 4.62E-05 |
| Acvrl1     | 4.23E-07 | -0.57267 | 0.552 | 0.766 | 0.009296 |
| Piezo2     | 4.64E-08 | -0.57275 | 0.526 | 0.772 | 0.001018 |
| Chst1      | 2.95E-10 | -0.57317 | 0.337 | 0.641 | 6.48E-06 |
| Phactr2    | 7.00E-07 | -0.57445 | 0.381 | 0.593 | 0.015366 |
| Csgalnact1 | 8.33E-09 | -0.57995 | 0.466 | 0.76  | 0.000183 |
| Slco2a1    | 2.74E-08 | -0.58225 | 0.648 | 0.838 | 0.000601 |
| Rgs12      | 2.95E-07 | -0.58327 | 0.503 | 0.713 | 0.006484 |
| Gnaq       | 1.30E-08 | -0.58404 | 0.622 | 0.868 | 0.000285 |
| Npepps     | 9.42E-09 | -0.58498 | 0.345 | 0.593 | 0.000207 |
| Arhgap31   | 1.61E-08 | -0.58559 | 0.611 | 0.808 | 0.000354 |
| Gata2      | 6.65E-10 | -0.58564 | 0.352 | 0.647 | 1.46E-05 |
| Zfp715     | 1.07E-09 | -0.58591 | 0.109 | 0.317 | 2.34E-05 |
| Epas1      | 9.62E-10 | -0.5868  | 0.684 | 0.91  | 2.11E-05 |
| Ntn4       | 4.68E-10 | -0.58738 | 0.339 | 0.635 | 1.03E-05 |
| Fibin      | 3.70E-08 | -0.58914 | 0.433 | 0.701 | 0.000813 |
| Ace        | 4.26E-09 | -0.59074 | 0.451 | 0.719 | 9.35E-05 |
| Ptpre      | 3.04E-09 | -0.59306 | 0.267 | 0.515 | 6.67E-05 |
| Arhgef3    | 2.64E-08 | -0.59331 | 0.58  | 0.808 | 0.00058  |
| Hpgd       | 2.09E-06 | -0.5958  | 0.497 | 0.713 | 0.045875 |
| Bmpr2      | 1.09E-09 | -0.59797 | 0.692 | 0.886 | 2.40E-05 |
| Snrk       | 9.67E-09 | -0.59931 | 0.451 | 0.713 | 0.000212 |
| Sema6a     | 3.78E-08 | -0.60033 | 0.523 | 0.766 | 0.000829 |
| Ehd4       | 2.45E-09 | -0.60147 | 0.663 | 0.892 | 5.38E-05 |
| Hdac7      | 1.96E-09 | -0.60516 | 0.409 | 0.671 | 4.29E-05 |
| Dennd3     | 4.54E-08 | -0.60647 | 0.313 | 0.551 | 0.000997 |
| Kdr        | 2.62E-09 | -0.60767 | 0.598 | 0.82  | 5.75E-05 |
| Clic5      | 3.89E-10 | -0.6099  | 0.637 | 0.892 | 8.53E-06 |
| App        | 1.48E-12 | -0.61082 | 0.751 | 0.958 | 3.25E-08 |
| Nav1       | 1.13E-08 | -0.61231 | 0.492 | 0.737 | 0.000249 |
| Egflam     | 2.05E-08 | -0.61553 | 0.378 | 0.635 | 0.000451 |
| Cyp4b1     | 9.77E-09 | -0.61857 | 0.601 | 0.82  | 0.000215 |
| Pakap.1    | 6.17E-08 | -0.62465 | 0.464 | 0.707 | 0.001355 |
| Pde9a      | 1.86E-10 | -0.62582 | 0.189 | 0.443 | 4.08E-06 |
| Clec1a     | 1.22E-08 | -0.62758 | 0.433 | 0.731 | 0.000268 |
| Klf12      | 3.58E-09 | -0.62974 | 0.446 | 0.743 | 7.86E-05 |
| Itga3      | 6.64E-12 | -0.63039 | 0.409 | 0.719 | 1.46E-07 |
| Ampd3      | 9.76E-08 | -0.63055 | 0.295 | 0.539 | 0.002143 |
| Klf7       | 1.11E-09 | -0.63396 | 0.604 | 0.862 | 2.44E-05 |
| Stard8     | 2.57E-09 | -0.63432 | 0.427 | 0.689 | 5.64E-05 |

|               |          |          |       |       |          |
|---------------|----------|----------|-------|-------|----------|
| Fgd5          | 1.48E-09 | -0.63674 | 0.37  | 0.659 | 3.25E-05 |
| Aqp1          | 7.57E-08 | -0.63806 | 0.466 | 0.737 | 0.001663 |
| Prkce         | 1.05E-08 | -0.6402  | 0.668 | 0.856 | 0.00023  |
| Snx13         | 2.27E-10 | -0.64183 | 0.35  | 0.605 | 4.98E-06 |
| Ptprk         | 2.68E-07 | -0.64252 | 0.575 | 0.784 | 0.005879 |
| Samd4         | 9.38E-09 | -0.64368 | 0.378 | 0.623 | 0.000206 |
| Cdk14         | 1.12E-10 | -0.64503 | 0.627 | 0.856 | 2.47E-06 |
| Mapt          | 7.78E-11 | -0.64633 | 0.425 | 0.743 | 1.71E-06 |
| A330023F24Rik | 8.24E-10 | -0.64805 | 0.345 | 0.635 | 1.81E-05 |
| Ednrb         | 1.91E-09 | -0.65048 | 0.51  | 0.766 | 4.20E-05 |
| Tspan18       | 2.98E-08 | -0.65097 | 0.484 | 0.725 | 0.000655 |
| Ghr           | 3.70E-08 | -0.65303 | 0.505 | 0.76  | 0.000812 |
| Smarca2       | 4.31E-11 | -0.65343 | 0.645 | 0.886 | 9.46E-07 |
| Tspan9        | 1.30E-10 | -0.65813 | 0.534 | 0.814 | 2.86E-06 |
| Adgrf5        | 3.20E-11 | -0.6583  | 0.718 | 0.916 | 7.03E-07 |
| Ankrd44       | 2.69E-08 | -0.66137 | 0.567 | 0.796 | 0.000591 |
| Ctdspl        | 4.07E-09 | -0.66839 | 0.409 | 0.653 | 8.94E-05 |
| Oxr1          | 4.23E-08 | -0.66857 | 0.541 | 0.784 | 0.000929 |
| Fnbp1l        | 4.13E-10 | -0.67395 | 0.456 | 0.713 | 9.06E-06 |
| Lmo7          | 1.03E-09 | -0.67536 | 0.547 | 0.838 | 2.27E-05 |
| Dach1         | 1.21E-08 | -0.67636 | 0.544 | 0.784 | 0.000265 |
| Sppl3         | 2.40E-09 | -0.67841 | 0.461 | 0.707 | 5.27E-05 |
| Zbtb46        | 1.37E-07 | -0.6795  | 0.313 | 0.545 | 0.003006 |
| Adgrl2        | 1.07E-09 | -0.67964 | 0.601 | 0.868 | 2.36E-05 |
| Psd3          | 3.41E-10 | -0.68141 | 0.63  | 0.886 | 7.48E-06 |
| Fendrr        | 9.13E-09 | -0.68352 | 0.412 | 0.671 | 0.000201 |
| Podxl         | 3.95E-08 | -0.68405 | 0.495 | 0.737 | 0.000868 |
| Gm42418       | 4.61E-07 | -0.6876  | 1     | 1     | 0.010132 |
| Raph1         | 7.43E-11 | -0.6882  | 0.451 | 0.737 | 1.63E-06 |
| Smurf2        | 7.80E-12 | -0.68989 | 0.549 | 0.838 | 1.71E-07 |
| Kitl          | 2.81E-10 | -0.69063 | 0.632 | 0.856 | 6.18E-06 |
| Slc16a9       | 7.26E-10 | -0.69372 | 0.332 | 0.599 | 1.59E-05 |
| Dcbld1        | 4.97E-09 | -0.6943  | 0.288 | 0.527 | 0.000109 |
| Flt1          | 1.00E-09 | -0.69464 | 0.477 | 0.731 | 2.20E-05 |
| Kif26b        | 8.20E-12 | -0.70035 | 0.179 | 0.449 | 1.80E-07 |
| Arhgap29      | 4.16E-11 | -0.70196 | 0.49  | 0.808 | 9.14E-07 |
| Mertk         | 1.69E-13 | -0.7021  | 0.358 | 0.695 | 3.72E-09 |
| Arap3         | 8.82E-12 | -0.71183 | 0.386 | 0.695 | 1.94E-07 |
| Zfp697        | 1.31E-12 | -0.71799 | 0.321 | 0.653 | 2.88E-08 |
| Plxna2        | 5.49E-09 | -0.72083 | 0.453 | 0.701 | 0.000121 |
| Ston2         | 3.89E-08 | -0.72259 | 0.339 | 0.605 | 0.000855 |

|               |          |          |       |       |          |
|---------------|----------|----------|-------|-------|----------|
| Cyth3         | 9.76E-12 | -0.72275 | 0.562 | 0.844 | 2.14E-07 |
| Sgip1         | 2.62E-09 | -0.72471 | 0.425 | 0.695 | 5.76E-05 |
| Tbx3os1       | 1.79E-08 | -0.72501 | 0.376 | 0.641 | 0.000393 |
| Stxbp6        | 9.79E-11 | -0.73143 | 0.469 | 0.766 | 2.15E-06 |
| Stard9        | 8.88E-11 | -0.73217 | 0.402 | 0.683 | 1.95E-06 |
| Aff3          | 5.68E-11 | -0.7414  | 0.622 | 0.796 | 1.25E-06 |
| Camk1d        | 1.58E-06 | -0.74195 | 0.733 | 0.952 | 0.034587 |
| Fcho2         | 7.67E-11 | -0.74385 | 0.518 | 0.796 | 1.68E-06 |
| Fmo1          | 4.83E-11 | -0.76067 | 0.503 | 0.784 | 1.06E-06 |
| Myzap         | 1.90E-10 | -0.76372 | 0.453 | 0.725 | 4.18E-06 |
| Calcr1        | 2.05E-11 | -0.76486 | 0.674 | 0.838 | 4.51E-07 |
| Carmil1       | 1.33E-11 | -0.7674  | 0.487 | 0.778 | 2.93E-07 |
| Zbtb16        | 3.63E-07 | -0.77124 | 0.329 | 0.521 | 0.007967 |
| D630045J12Rik | 1.36E-09 | -0.77145 | 0.28  | 0.527 | 2.99E-05 |
| Lmntd1        | 1.27E-10 | -0.77163 | 0.383 | 0.671 | 2.79E-06 |
| Tmeff2        | 1.83E-09 | -0.77784 | 0.396 | 0.677 | 4.01E-05 |
| Msi2          | 3.75E-12 | -0.79253 | 0.653 | 0.88  | 8.24E-08 |
| Rasal2        | 5.52E-11 | -0.79339 | 0.544 | 0.802 | 1.21E-06 |
| Tspan7        | 1.95E-09 | -0.79791 | 0.547 | 0.79  | 4.27E-05 |
| Cep85l        | 1.28E-13 | -0.80268 | 0.404 | 0.737 | 2.81E-09 |
| Acap2         | 3.96E-12 | -0.80828 | 0.5   | 0.82  | 8.69E-08 |
| Vav3          | 1.36E-10 | -0.80916 | 0.505 | 0.766 | 2.98E-06 |
| Edil3         | 6.09E-13 | -0.82107 | 0.415 | 0.737 | 1.34E-08 |
| Prickle2      | 3.74E-11 | -0.83562 | 0.666 | 0.844 | 8.22E-07 |
| Gm30382       | 1.65E-11 | -0.84316 | 0.365 | 0.695 | 3.63E-07 |
| Rgs6          | 1.10E-10 | -0.85352 | 0.518 | 0.772 | 2.43E-06 |
| Auts2         | 6.10E-12 | -0.87668 | 0.378 | 0.695 | 1.34E-07 |
| Pdgfd         | 7.85E-13 | -0.87841 | 0.402 | 0.719 | 1.72E-08 |
| Nectin3       | 1.89E-17 | -0.87891 | 0.469 | 0.838 | 4.15E-13 |
| Ccdc85a       | 4.59E-10 | -0.88414 | 0.326 | 0.605 | 1.01E-05 |
| Gm29865       | 6.58E-07 | -0.91604 | 0.047 | 0.174 | 0.014451 |
| Tmtc1         | 3.19E-14 | -0.93043 | 0.394 | 0.701 | 7.01E-10 |
| Smad6         | 1.45E-12 | -0.97293 | 0.453 | 0.725 | 3.19E-08 |

**Supplemental Table 2: Differences in protein expression within regions of interest (ROIs) in IPF vs. control (n = 12 ROIs)**

| Targets                      | Log <sub>2</sub> | <i>p</i> value | Adjusted <i>p</i> value | -log <sub>10</sub> <i>p</i> value | -log <sub>10</sub> adjusted <i>p</i> value |
|------------------------------|------------------|----------------|-------------------------|-----------------------------------|--------------------------------------------|
| CTLA4                        | 5.016961671      | 4.82739E-10    | 1.78613E-08             | 9.316287914                       | 7.74808619                                 |
| SMA                          | 3.733023038      | 2.10868E-13    | 1.56042E-11             | 12.67599003                       | 10.80675831                                |
| CD56                         | 1.056955924      | 0.000105425    | 0.000557249             | 3.97705477                        | 3.253951085                                |
| PD-1                         | 0.887427724      | 0.002341709    | 0.004912013             | 2.630467132                       | 2.30874046                                 |
| GAPDH                        | 0.855982851      | 0.006524526    | 0.012379869             | 2.18545106                        | 1.907283947                                |
| Phospho-AKT (phospho T308)   | 0.618599087      | 0.048941807    | 0.071013603             | 1.310319997                       | 1.148658453                                |
| CD4                          | 0.538556041      | 0.030698614    | 0.04732703              | 1.512881235                       | 1.324890753                                |
| CD3                          | 0.514185138      | 0.082071248    | 0.110423134             | 1.08580896                        | 0.95693993                                 |
| CD20                         | 0.434416631      | 0.162735785    | 0.200707468             | 0.788516937                       | 0.697436467                                |
| S100B                        | 0.340823553      | 0.389579871    | 0.436801673             | 0.409403491                       | 0.359715707                                |
| PTEN                         | 0.285990142      | 0.277616519    | 0.324696324             | 0.556554695                       | 0.488522629                                |
| Ki-67                        | 0.271755303      | 0.326226182    | 0.371395961             | 0.486481186                       | 0.430162823                                |
| CD11c                        | 0.2016193        | 0.438573143    | 0.484394218             | 0.357957966                       | 0.314801049                                |
| CD163                        | 0.134871689      | 0.684085418    | 0.712990436             | 0.164889667                       | 0.146916296                                |
| CD45                         | 0.12761867       | 0.66147493     | 0.699273498             | 0.179486611                       | 0.155352931                                |
| GZMB                         | 0.125761775      | 0.592619742    | 0.635563201             | 0.227223885                       | 0.196841256                                |
| INPP4B                       | 0.015975727      | 0.947124546    | 0.947124546             | 0.023592908                       | 0.023592908                                |
| CD27                         | -0.061189867     | 0.793328827    | 0.804196345             | 0.100546765                       | 0.094637905                                |
| Beta-2-microglobulin         | -0.087855146     | 0.694738815    | 0.714037115             | 0.158178436                       | 0.146279213                                |
| PD-L1                        | -0.15691708      | 0.591005596    | 0.635563201             | 0.228408407                       | 0.196841256                                |
| BCL6                         | -0.300338026     | 0.237866463    | 0.288559316             | 0.623666785                       | 0.5397649                                  |
| PD-L2                        | -0.308077571     | 0.241898572    | 0.28871765              | 0.616366696                       | 0.539526665                                |
| p53                          | -0.355587018     | 0.150287094    | 0.188495678             | 0.823078312                       | 0.724698604                                |
| CD14                         | -0.357813376     | 0.138501624    | 0.176708968             | 0.858545135                       | 0.752741409                                |
| GZMA                         | -0.373292592     | 0.280818442    | 0.324696324             | 0.551574374                       | 0.488522629                                |
| BAD                          | -0.399365525     | 0.135920661    | 0.176458402             | 0.866714523                       | 0.753357658                                |
| CD95/Fas                     | -0.424881696     | 0.073561013    | 0.10468298              | 1.133352299                       | 0.980123922                                |
| ICOS                         | -0.429894907     | 0.076926211    | 0.1054174               | 1.11392566                        | 0.9770877                                  |
| BIM                          | -0.437439178     | 0.089973296    | 0.118893283             | 1.045886372                       | 0.924842679                                |
| CD45RO                       | -0.49438767      | 0.020722473    | 0.033336152             | 1.683558421                       | 1.477084533                                |
| Phospho-p38 MAPK (T180/Y182) | -0.510976142     | 0.076086564    | 0.1054174               | 1.118692027                       | 0.9770877                                  |
| CD127                        | -0.52374526      | 0.025085264    | 0.039495948             | 1.600581319                       | 1.403447457                                |
| Pan-AKT                      | -0.558623749     | 0.038186683    | 0.057669684             | 1.41808807                        | 1.23905243                                 |
| CD25                         | -0.599308834     | 0.01457647     | 0.023970194             | 1.836347651                       | 1.620328445                                |

|                                        |              |             |             |             |             |
|----------------------------------------|--------------|-------------|-------------|-------------|-------------|
| Cleaved Caspase 9                      | -0.649480318 | 0.003867927 | 0.007735854 | 2.412521748 | 2.111491752 |
| S6                                     | -0.653359406 | 0.004735426 | 0.009221619 | 2.324640954 | 2.035192831 |
| PARP                                   | -0.725495975 | 0.00237775  | 0.004912013 | 2.623833822 | 2.30874046  |
| pan-RAS                                | -0.759806085 | 0.000635656 | 0.001959938 | 3.196778042 | 2.707757564 |
| Histone H3                             | -0.761310773 | 0.008465175 | 0.014914832 | 2.072364064 | 1.826381635 |
| BRAF                                   | -0.784580625 | 0.012176336 | 0.020478383 | 1.914483391 | 1.688704348 |
| PR                                     | -0.805453326 | 0.002361534 | 0.004912013 | 2.626805797 | 2.30874046  |
| Phospho-MEK1 (S217/S221)               | -0.821048428 | 0.01009786  | 0.017377712 | 1.995770671 | 1.760007407 |
| CD8                                    | -0.824132229 | 0.007498904 | 0.013872973 | 2.125002184 | 1.857830456 |
| CD40                                   | -0.846303021 | 0.001519013 | 0.00362603  | 2.818438579 | 2.440568553 |
| PLCG1                                  | -0.896699931 | 0.008256863 | 0.014902631 | 2.083184926 | 1.826737063 |
| NY-ESO-1                               | -0.906553804 | 0.000998641 | 0.002548256 | 3.000590688 | 2.593756966 |
| Bcl-2                                  | -0.924585492 | 0.000630262 | 0.001959938 | 3.200478644 | 2.707757564 |
| Fibronectin                            | -0.943253072 | 0.000827749 | 0.002450136 | 3.082101522 | 2.610809811 |
| MET                                    | -1.022837257 | 0.000137687 | 0.0006368   | 3.861108346 | 3.195996609 |
| ER-alpha                               | -1.025372947 | 0.000882818 | 0.002461656 | 3.054128899 | 2.608772701 |
| CD66b                                  | -1.025796273 | 0.043205722 | 0.063944468 | 1.364458737 | 1.194197021 |
| Phospho-Tuberin (T1462)                | -1.048985888 | 0.002389628 | 0.004912013 | 2.621669679 | 2.30874046  |
| Phospho-c-RAF (S338)                   | -1.09054349  | 0.000898172 | 0.002461656 | 3.046640657 | 2.608772701 |
| MART1                                  | -1.128606988 | 0.000590836 | 0.001959938 | 3.228532973 | 2.707757564 |
| Her2                                   | -1.166655997 | 3.5175E-05  | 0.000260295 | 4.453765902 | 3.584534182 |
| FAP-alpha                              | -1.20904668  | 5.39379E-05 | 0.000358514 | 4.268106087 | 3.445493774 |
| Phospho-GSK3A (S21)/Phospho-GSK3B (S9) | -1.230812025 | 0.000261912 | 0.001045819 | 3.581844826 | 2.980543648 |
| FOXP3                                  | -1.240280195 | 0.002341282 | 0.004912013 | 2.630546199 | 2.30874046  |
| CD80                                   | -1.242664001 | 0.000268521 | 0.001045819 | 3.571021767 | 2.980543648 |
| HLA-DR                                 | -1.328104854 | 0.000938102 | 0.002479271 | 3.027749731 | 2.605676042 |
| BCLXL                                  | -1.408107273 | 0.000119781 | 0.000590921 | 3.921611166 | 3.228470706 |
| Phospho-AKT1 (S473)                    | -1.414056112 | 8.62523E-05 | 0.000490975 | 4.064229102 | 3.308940734 |
| Phospho-GSK3B (S9)                     | -1.423087145 | 0.000530843 | 0.001870589 | 3.275033984 | 2.728021559 |
| p44/42 MAPK ERK1/2                     | -1.48413735  | 0.000230646 | 0.001003986 | 3.637054944 | 2.998272145 |
| CD68                                   | -1.500054245 | 0.000324535 | 0.001200778 | 3.488739022 | 2.920537298 |
| CD44                                   | -1.563017605 | 5.0224E-06  | 6.19429E-05 | 5.299088659 | 4.208008189 |
| EGFR                                   | -1.585486552 | 3.56517E-06 | 5.27645E-05 | 5.447920279 | 4.277658563 |

|                                              |              |             |             |             |             |
|----------------------------------------------|--------------|-------------|-------------|-------------|-------------|
| Phospho-p44/42<br>MAPK ERK1/2<br>(T202/Y204) | -1.677844514 | 0.001429809 | 0.003526863 | 2.844721898 | 2.452611433 |
| Phospho-p90<br>RSK (T359/S363)               | -1.82956498  | 6.70847E-06 | 7.09181E-05 | 5.173376762 | 4.149243083 |
| Phospho-PRAS40<br>(T246)                     | -1.84994348  | 2.41268E-05 | 0.000198376 | 4.617501133 | 3.702511923 |
| PanCk                                        | -1.960132473 | 5.81374E-05 | 0.000358514 | 4.235544248 | 3.445493774 |
| CD34                                         | -2.349532733 | 8.72852E-06 | 8.07388E-05 | 5.059059508 | 4.092917776 |
| EpCAM                                        | -2.498362336 | 5.20619E-08 | 9.63146E-07 | 7.283479776 | 6.016308048 |
| Phospho-JNK<br>(T183/Y185)                   | -2.517583637 | 2.3511E-08  | 5.79937E-07 | 7.628729337 | 6.236618872 |

How the deposited data were processed for this re-analysis (not part of the article)

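Cells of the right lung of 6 male human CTLA4-knockin mice given bleomycin were measured, 3 treated with IgG1 and 3 with ipilimumab, each in a 10x Genomics Single Cell 3' v3.1 library of its own. The authors digested the lung, aimed at 5000 live cells per library, sequenced the libraries and aligned the reads to mm10 with Cell Ranger. The deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode for every barcode, filled and empty, as the authors' alignment wrote them. Each file has 709949 to 874198 barcodes and 32285 genes. Its header names Cell Ranger version 4, and the methods name a later version. The authors normalized, corrected for ambient RNA and filtered only after this step, and their cell names, clusters and quality limits were not used here. All values below were computed from these counts. The paper's flow cytometry, staining and protein data were not analysed here.

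Cells were called in each library in 2 steps. A barcode was called when its UMI total reached 1 in 10 of the 99th percentile of the 5000 barcodes with most UMIs (the UMI threshold, from 3393.43 to 4853.02 UMIs). Barcodes below this threshold with at least 500 UMIs were called when their profile differed from the ambient RNA of the library, estimated from the barcodes of ranks 45000 to 90000, at a false discovery rate of 0.01 with 10000 simulated profiles. In all, 4644, 4497 and 3453 barcodes were called in the IgG1 libraries and 4717, 4231 and 4337 in the ipilimumab libraries, of which the second step called 521, 869 and 248, and 1367, 684 and 1132. Called barcodes held from 92.4% to 93.1% of the UMIs in 5 libraries and 78.8% in ipilimumab replicate 1, which has 22056 barcodes of at least 100 UMIs where the others have 4834 to 6230. Barcodes with fewer than 200 genes or more than 10% mitochondrial UMIs were removed. Doublets were scored against 2 simulated doublets per cell on 30 principal components, and the highest scores were removed at 0.8% per 1000 cells. The cells used were 4349, 4228 and 3268 for IgG1 and 4338, 4003 and 4064 for ipilimumab.

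UMIs were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without the 8 genes that the paper reports inside clusters (Cd3e, Cd3d, Icos, Tcf7, Sftpa1, Sftpb, Sftpc and Sftpd), gave 10 principal components. Cells were joined to 20 neighbours, edges with a neighbour overlap under 0.0667 were dropped, and Leiden clustering was run at resolution 0.8. Each class of marker genes was scored in each cluster as the mean of the markers' log2 CPM (with 10 CPM added), standardized over clusters, times the share of its markers found in at least 10% of the cells. A cluster took the name of the highest class with a score of at least 0.5 and at least 3 such markers. The name was unclear where another class had more markers among the 10 leading genes, where the score led the next class by less than 0.25, or where a cluster of few UMIs had no marker among those genes. Unclear clusters of at least 50 cells were clustered again at resolution 0.8, and parts still unclear by the first or last of these rules were left unnamed, as were smaller unclear clusters. A name is a likeness to marker genes, so classes are written as T-like, AT2-like and so on. Some sub-clusters with high T scores stayed unnamed by this rule and were left out of T-like cells. Among them are sub-clusters 7.0, 7.2 and 7.5, with Icos among their 10 leading genes. T-like cells therefore lack part of the cells led by Icos, though sub-cluster 7.1, also led by Icos, stayed T-like.

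The mouse is the unit of each test. For class sizes, cells per class and mouse were tested with the edgeR quasi-likelihood method, with total cells as offset, adjusted by Benjamini-Hochberg over classes, and with an exact two-sided permutation test of the shares, whose smallest p is 0.1. For expression, UMIs were summed per mouse and class, and a mouse with fewer than 5 cells of a class was left out. Genes passing filterByExpr were tested with the edgeR quasi-likelihood method with TMM factors. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.3, the paper's thresholds. The standard error given is the log2 fold change divided by the square root of the F statistic, and is missing where no test was made. CPM of genes tested between treatments with edgeR are sums per mouse scaled to the same total of UMIs over the tested genes times the TMM factor, which can narrow or widen the spread between mice. Other CPM, as of gates on Cd4 and Cd8, marker lists, ambient RNA and clusters, are divided by the total UMIs alone. The difference between the Cd3e and Cd3d gates was tested as an interaction with mouse as a block.

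The genes named in the text are those the paper names for its single-cell data, those labelled in its volcano plots, those in its cluster names, and the 3 highest and 3 lowest of Supplemental Table 3. A further group of genes for assays of the paper other than sequencing, sex genes and cell type markers was fixed with them. Genes called in other classes and clusters are named in the closing section, and these were chosen after their values were seen. Lists of NK markers, of abundant alveolar macrophage genes and of abundant AT2-like genes were used to look for RNA of other cells. The classes, tests, gene rule and all alternatives not described as chosen later were fixed before the data were examined.

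Alternatives covered the cell calling (UMI threshold alone, or barcodes with at least 500 genes), mitochondrial limit (20%), doublets kept, 30 principal components, resolutions 0.4 and 1.6, the 8 genes kept for clustering, a minimum of 20 cells, ambient RNA subtracted, cells thinned to 1000 UMIs, other size factors, DESeq2, no low-count filter, a block for replicate number, other denominators of the shares, and leaving out each mouse in turn. The closing section gives their effect.

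The edgeR and DESeq2 fits were tested on simulated data: counts were drawn for the real genes from the means and spread of the real sums, with 200 genes changed by up to log2 3. In the T-like design edgeR called 91.5% of the changed genes (100% at log2 3 and 75.4% at log2 1) and 11 unchanged genes. In the AT2-like design, with 2 mice against 3, it called 50.3% (94.9% at log2 3 and 6.67% at log2 1). It called 80.0% for the whole suspension, 94.5% for cluster 3, 87.4% for cluster 11, 78.6% for fibroblast-like, 74.7% for cDC2-like and 62.4% for ciliated-like cells. For the interaction it called 90.6%, but there every change was of log2 3, among genes above a minimum of UMIs, and called by adjusted p alone. That value cannot be set beside the others, because smaller changes of the interaction were not simulated. DESeq2 called 51 unchanged genes among 220 in the whole suspension, where edgeR called 11 among 171, and 1 to 13 in the other designs. No called gene had the wrong sign. In simulated class tables with a change of log2 3, the AT2-like share was called in 70.0% of 100 tables and the T-like share in 100%.

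Gene positions are from GENCODE vM21 on GRCm38, the build named by the paper, where 99.8% of the gene IDs of the matrices are found (32235). All mice carried male transcripts: Ddx3y was at 95.4 to 163 CPM and Xist at no more than 0.0842 CPM. Pairs of libraries shared barcodes for at most 0.214% of the cells of the smaller library. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.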

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

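The comparison of treatments was also run in every other named class with enough cells and in clusters 3, 6, 7, 9 and 11 and clusters 11 and 15 together, and the results below are those with called genes, in cells or of genes that the paper does not discuss. Clusters by number and all refits of these results were chosen after the data were seen, as were the counts of splits in cDC2-like and fibroblast-like cells and the block for alveolar macrophage-like cells. So were the tests for doublets in cluster 3 and for macrophage RNA in ciliated-like cells, and the fit of ciliated-like cells with every mouse kept. The other tests were written before their results were seen. Clusters 6, 7 and 9 gave 0 genes (339, 893 and 417 with an unadjusted p under 0.05), and clusters 11 and 15 together gave 1, Plcb1.

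In cluster 3, the largest T-like cluster, 4 genes of cell division were higher with ipilimumab: Pclaf (log2 fold change 2.91, adjusted p = 0.00600), Birc5 (3.87, 0.00600), Mki67 (2.53, 0.00709) and Cks1b (1.39, 0.0384), each higher in 3 of 3 ipilimumab mice than in any IgG1 mouse. Of 10357 genes tested, 631 had an unadjusted p under 0.05. In 2 of the 10 splits of the 6 mice as many genes were called. The other split puts IgG1 replicates 1 and 3 and ipilimumab replicate 1, the mice with fewer alveolar macrophage-like cells, against the rest, and gave 89 genes. With that division as a block the treatment gave 5 genes, 4 of them shared. The count ranged from 1 to 8 when leaving out a mouse: 8 without ipilimumab replicate 1, 1 without replicate 2, and 1 without replicate 3, with 0 shared. Deeper sequencing of the cluster is argued against, since the lowest median of the ipilimumab mice is 8091.5 UMIs per cell and the IgG1 mice span 7803 to 9929. Only 14 cells carry at least 2 of the 4 genes, 4 of IgG1 mice and 10 of ipilimumab mice (0.257% and 0.684% of the cluster). Their median doublet score is 0.731, against 0.265 in the other cells of the cluster. The 9 other classes compared hold from 76.4 (nonclassical monocyte-like) to 1200 (AT2-like) UMIs of the markers of these classes per 10000 UMIs, and 149 in B-like cells. In 12 of the 14 cells this value is at most 12.9, which argues against doublets with these classes for those cells, and the other cells of the cluster hold 7.58. The other 2 cells, of ipilimumab replicates 1 and 3, hold 25.8 and 76.0. Without them 0 genes were called in the cluster, though all 4 genes kept more than 0.5 of their log2 fold change, so for the calls themselves such doublets cannot be told apart from dividing T cells, because so few cells carry the genes. Doublets with classes outside these 9 were not tested. Over all T-like cells the log2 fold change of Mki67 was 0.18 (unadjusted p = 0.722), and the separate class of proliferating cells made up 0.468% and 0.578% of cells (exact permutation p = 0.3). More division of T cells under ipilimumab is a biological explanation that stays open and untested.

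In cluster 11, of endothelial-like cells (121 of IgG1 and 234 of ipilimumab mice), 47 genes were called, 43 higher and 4 lower with ipilimumab, of 5748 tested (657 with an unadjusted p under 0.05). Many of the 43 higher genes code for ribosomal proteins, among them Rps3, Rps24, Rpl30, Rplp1 and Rpl41. Tpt1, Tmsb4x, Tmsb10, Fth1, Ftl1, Actg1, H3f3b, Fos, Junb and Ier3 were also higher. The calls are thus not mainly of genes particular to endothelial cells, and what raised these genes was not tested. Of the 47, 25 are in Supplemental Table 3, which gives them for the Sftpa1+ cluster, all with the same sign. Sparcl1 had 0 UMIs in each IgG1 mouse and 25, 19 and 43 in the ipilimumab mice, and Camk4 0 in each IgG1 mouse and 17, 19 and 19. Plcb1 rose from 14.1 to 108 CPM (adjusted p = 0.00252), while Smad6 (log2 fold change -0.65, adjusted p = 0.0451) and Gm29865 (-1.95, 0.0160) were lower, each with 3 of 3 ipilimumab mice on the same side of all IgG1 mice. Among the 10 splits 1, the real division, gave as many. Barcodes of few UMIs are argued against: with the cells called by UMI threshold alone, 44 of the genes could be tested and 44 kept more than 0.5 of their log2 fold change, though 16 were called. Ambient RNA is argued against as well, since 47 kept more than 0.5 of it after it was subtracted. The count depends on single mice: 3 without IgG1 replicate 1, 16 without IgG1 replicate 2, 16 without ipilimumab replicate 1 and 96 without ipilimumab replicate 3. With the block for alveolar macrophage-like cells it was 21, of which 20 are shared. In the whole endothelial-like class, of clusters 9 and 11, 0 of 8092 genes were called (678 unadjusted). The count there was also 0 without ipilimumab replicate 1 and with the replicate number as a block. The calls are therefore limited to cluster 11. A change in the mix of endothelial cells within cluster 11 and an effect of ipilimumab on its cells stay open and were not tested.

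In cDC2-like cells 2 genes were lower with ipilimumab, Gzma (adjusted p = 0.0427) and Itga2 (0.0427), both with a fitted log2 fold change of -6.04, which depends on the prior count and is no bound. Gzma had 123, 115 and 29 UMIs in the IgG1 mice and 6, 1 and 0 in the ipilimumab mice, and Itga2 29, 16 and 5 against 0, 0 and 1. Of 5410 genes, 338 had an unadjusted p under 0.05. Of the 10 splits, 1 gave as many. The 8 other NK markers, none of them on the list of another class, held 213 UMIs in IgG1 and 16 in ipilimumab mice (221 and 8.06 CPM), and each IgG1 mouse (172 to 255 CPM) lies above each ipilimumab mouse. RNA of NK cells within this class in IgG1 mice is therefore a candidate explanation, from NK cells or doublets with them, which were not separated. No gene of the 2 was called without IgG1 replicates 1, 2 or 3 or without ipilimumab replicates 2 or 3 (0 genes, and 1 other gene without IgG1 replicate 2), and 1 of them was called without ipilimumab replicate 1. With the block for alveolar macrophage-like cells 0 genes were called (281 unadjusted). A difference in NK cells near dendritic cells between the treatments was not tested.

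In fibroblast-like cells 1 gene was called, Chsy3, at 54.5 ± 10.2 CPM in IgG1 and 197 ± 39.9 CPM in ipilimumab mice (SD, n = 3; log2 fold change 1.82, adjusted p = 0.0462, higher in 3 of 3), with 630 of 6957 genes at an unadjusted p under 0.05. Of the 10 splits, 2 gave as many, the other being that of the mice with fewer alveolar macrophage-like cells. With this as a block 1 gene was called, with 0 shared. Barcodes of few UMIs are argued against, since Chsy3 was at 1.91 with the cells called by UMI threshold alone. The count was 0 without IgG1 replicates 1, 2 or 3, 1 without ipilimumab replicate 1, 2 without replicate 2 and 4 without replicate 3, and Chsy3 is among the genes of the last alone. An effect of ipilimumab on fibroblasts stays open and was not tested.

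In ciliated-like cells, with 2 IgG1 mice against 3, 1 gene was called: Lyz2, at 18.4 CPM against 1375 CPM (log2 fold change 6.13, adjusted p = 0.0177, higher in 3 of 3), with 440 of 6421 genes at an unadjusted p under 0.05. The size of this value goes with leaving out IgG1 replicate 2, whose 3 cells, under the minimum of 5, hold 34 of the 42 Lyz2 UMIs of the IgG1 mice. With every mouse kept that mouse is at 388 CPM and IgG1 replicates 1 and 3 at 11.7 and 26.5 CPM, against 709, 982 and 2612 CPM in the ipilimumab mice. The log2 fold change is then 3.73 (adjusted p = 0.244), and 0 genes are called (280 unadjusted). By cell, 278 of the 292 Lyz2 UMIs of ipilimumab replicate 2 lie in a single cell and 764 of the 783 of replicate 3 in another, as do 32 of the 34 of IgG1 replicate 2, while the 198 of ipilimumab replicate 1 are spread over 34 of 47 cells. RNA of alveolar macrophages is a candidate explanation in ipilimumab replicates 1 and 2. From 10 other genes of these cells that ciliated-like cells hold at a low level, such as Chil3 and Mrc1, it would bring 79.6% and 95.2% of the Lyz2 CPM there. The single cell of replicate 2 holds 474 UMIs of the 10 genes. In IgG1 replicates 1, 2 and 3 the same estimate is 640%, 29.5% and 278% of the Lyz2 CPM. It is thus too high in IgG1 replicates 1 and 3, which hold little Lyz2. In ipilimumab replicate 3 this explanation is argued against, as such RNA would bring 5.76%. Its single cell holds 14299 Scgb1a1 UMIs, and a doublet with an airway or other cell was not tested. A change in ciliated cells was not tested either. The count was 22 without ipilimumab replicate 3, 8 without replicate 2 and 2 without replicate 1, each including Lyz2. No test was made without IgG1 replicate 1 or 3, where a single IgG1 mouse remains. With the block for alveolar macrophage-like cells 0 genes were called (275 unadjusted).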

How the results depend on the processing

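Each result was recomputed under the alternatives listed with the methods. Those of the ILC2-like share, of Cd3e, Cd3d and Sftpa1, of the whole suspension, of clusters 3 and 11, and of cDC2-like, fibroblast-like and ciliated-like cells were chosen after the data were seen. So were, for every result, the block for alveolar macrophage-like share, the unclear T-like sub-clusters added, airway secretory cells left out and every mouse kept. For all changes below the cause was not tested.

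The T-like share (log2 fold change -0.04) kept its direction in 12 of 19 alternatives. It was reversed with cells called by UMI threshold alone (0.0682), 30 principal components (0.0473), as a share of immune-like cells (0.10), with the unclear sub-clusters added (0.0736) and with the block for alveolar macrophage-like share (0.0414). Leaving out a mouse gave -0.19 to 0.18, reversed without IgG1 replicate 3 (0.18) and ipilimumab replicate 1 (0.0109). Adjusted p was 0.590 to 0.987. The share of T-like cells with a Cd3e UMI kept its direction in 10 of 17 and was reversed with the UMI threshold alone (0.0921), 30 principal components (0.0361), cells thinned to 1000 UMIs (0.0169), the sub-clusters added (0.0617) and the macrophage block (0.0434). Leaving out a mouse gave -0.21 to 0.20, reversed without IgG1 replicate 3 (0.20) and ipilimumab replicate 1 (0.00806).

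The AT2-like share (2.78, adjusted p = 0.0563) was higher with ipilimumab in 19 of 19 alternatives, and 13 left it above an adjusted p of 0.05. It passed with 30 principal components (2.99), resolution 0.4 (2.78) and resolution 1.6 (2.74), and with the macrophage block (2.57). Leaving out a mouse gave 0.88 to 3.23: it passed without ipilimumab replicate 2 (3.23) or 3 (3.22), and without ipilimumab replicate 1 it was 0.88. Adjusted p ranged from 0.00199 to 0.650. The ILC2-like share (2.16) was higher in 17 of 17 and passed with resolution 0.4 (2.16) and the macrophage block (2.00). Leaving out a mouse gave 1.72 to 2.48, and the lowest adjusted p was 0.0200 at that resolution. At resolution 0.4 the AT2-like and ILC2-like cells of every mouse were as many as in the main clustering. Both passed there only because other classes were cut differently.

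In T-like cells Icos, Tcf7 and Cd3e each kept their direction in 22 of 22 alternatives. Cd3d (0.04) was reversed with the macrophage block (-0.0117), and leaving out a mouse gave -0.0235 to 0.0950, reversed without IgG1 replicate 3 (-0.0146) and ipilimumab replicate 2 (-0.0235). In AT2-like cells Sftpb and Sftpa1 stayed higher in 22 of 22. Leaving out a mouse gave 0.0599 to 0.43 for Sftpb and 0.17 to 0.44 for Sftpa1. Sftpc ranged from -0.12 without ipilimumab replicate 1, the only reversal, to 0.38 on leaving out a mouse. Sftpd ranged from -0.0535 without IgG1 replicate 1 to 0.56 without IgG1 replicate 2, and neither of these fits was tested. The difference of the effect on Icos between the Cd3e and Cd3d gates (-0.71) kept its direction in 12 of 13, from -1.25 on leaving out IgG1 replicate 1 to 0.0561 without IgG1 replicate 2.

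The count of called genes in T-like cells (0, with 625 at an unadjusted p under 0.05) stayed in 19 of 23 alternatives. It was 8 with DESeq2, 117 without the low-count filter, and 0 to 6 on leaving out a mouse, 6 without ipilimumab replicate 1. That in AT2-like cells (0, with 447 unadjusted) stayed in 15 of 21. It was 11 with 30 principal components, 21 with DESeq2, 280 without the low-count filter, 1 with every mouse kept, and 0 to 4 on leaving out a mouse, 4 without ipilimumab replicate 3. The whole suspension (0, with 876 unadjusted) gave 52 with DESeq2, which in simulated data of this design called 51 unchanged genes, and stayed in the other 8 alternatives. Cluster 3 (4) gave 12 with DESeq2 and 1 to 8 on leaving out a mouse, 8 without ipilimumab replicate 1 and 1 without ipilimumab replicate 2 or 3. Cluster 11 (47) gave 92 with DESeq2, 21 with the macrophage block and 3 to 96 on leaving out a mouse, 3 without IgG1 replicate 1, 16 without IgG1 replicate 2 or ipilimumab replicate 1, and 96 without ipilimumab replicate 3. The cDC2-like cells (2) gave 4 with DESeq2, 0 with the macrophage block (281 unadjusted) and 0 to 1 on leaving out any mouse. Fibroblast-like cells (1) gave 16 with DESeq2 and 0 to 4 on leaving out a mouse, 0 without any of the IgG1 replicates, 2 without ipilimumab replicate 2 and 4 without replicate 3. Ciliated-like cells (1) gave 4 with DESeq2, 0 with the macrophage block (275 unadjusted), 0 with every mouse kept (280 unadjusted) and 2 to 22 on leaving out an ipilimumab mouse, 2, 8 and 22 without replicates 1, 2 and 3.

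The groups share replicate numbers 1 to 3, and whether these pair the mice was checked by the correlation of their deviations from the group means. In the whole suspension same-numbered mice correlated at 0.32, 0.57 and -0.27, and in T-like cells at 0.06, -0.06 and -0.03. Differently numbered mice spanned -0.66 to 0.56 and -0.14 to 0.17. The correlations thus show no clear pairing. They cannot exclude one, because deviations from the mean of 3 mice depend on each other. With the replicate number as a block the log2 fold changes of the shares were -0.01 for T-like and Cd3e-positive T-like, 2.19 for AT2-like and 2.21 for ILC2-like cells. The gene values were 0.34 for Icos, -0.28 for Tcf7, 0.11 for Cd3e, 0.04 for Cd3d, 0.33 for Sftpb, 0.35 for Sftpc, 0.36 for Sftpd, 0.42 for Sftpa1 and -0.73 for the Icos difference. The counts under this block were 1 in T-like, 4 in AT2-like, 0 in the whole suspension, 11 in cluster 3, 38 in cluster 11, 1 in cDC2-like, 1 in fibroblast-like and 14 in ciliated-like cells. Chsy3 is not the gene called in fibroblast-like cells under this block.

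A minimum of 20 cells could not be run for AT2-like cells, where it leaves no IgG1 mouse. Tests without IgG1 replicate 1 or 2 in AT2-like cells, and without IgG1 replicate 1 or 3 in ciliated-like cells, were not made, because 1 IgG1 mouse remains.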

Differences from the paper's values

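The alternatives named here as set before the data were examined are those of the methods, and any value from a population chosen after seeing the values is described so. Values of Supplemental Table 3 are log2 fold changes, the scale used here.

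The paper gives 399 differentially expressed genes in its Sftpa1+ cell cluster, where 0 passed here in AT2-like cells (447 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, dropping the low-count filter came within 1.5 times of the paper's count, at 280 genes, 25 of them in Supplemental Table 3 and 5 with its direction. None of the others did. The paper gives 99 genes in T cells, where 0 passed here (625 unadjusted). Dropping the low-count filter gave 117, and none of the other alternatives set before the data were examined closed the gap. The paper names the Find All Markers function of Seurat for the genes of its clusters and does not describe sums per mouse. No test with cells as units was run here. How much of these gaps, and of the gaps in fold change below, comes from the unit of test is therefore not known.

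For Sftpc the paper's log2 fold change is 2.35 and the value here 0.16, and for Sftpd the paper's is 1.98 and the value here 0.20. Of the alternatives set before the data were examined, none reached these values. With every barcode of at least 500 genes called a cell they were 0.88 and 0.84, still below the paper's, and only the wider standard errors there (1.75 and 1.22) cover the difference. No other alternative of that kind did so. For Sftpa1 the paper's value is 2.51 and the one here 0.30, for Sftpb the paper's is 2.02 and the one here 0.27, for Cd74 the paper's is 2.58 and the one here 0.77, and for Lyz2 the paper's is 2.46 and the one here 0.29. None of the alternatives set before the data were examined closed these 4 gaps (0.98, 0.94, 0.00939 and 1.04 with every barcode of at least 500 genes). For Cdk14 the paper's value is -0.65, where it was 1.26 here, and no alternative of that kind closed the gap. Smad6, Tmtc1, Gm29865, Mertk and Tnfsf10, which the paper gives as lower, had too few counts in AT2-like cells to be tested. Where an alternative could test Smad6, Tmtc1, Mertk or Tnfsf10 in these cells, as without the low-count filter (1.43, 4.87, 2.33 and 1.77), the value was on the other side.

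Some of the paper's values are reached in other populations, chosen after seeing the values. In the whole suspension the log2 fold changes were 2.20 for Sftpc, 2.22 for Sftpd, 2.32 for Sftpa1 and 2.25 for Sftpb, while Cd74 (-0.0614), Lyz2 (-0.00243), Smad6 (0.0516), Cdk14 (0.150), Tmtc1 (0.00614), Tnfsf10 (0.00691) and Mertk (-0.195) were far from the paper's values there. In clusters 11 and 15 together they were 1.03 for Sftpc, 0.99 for Sftpd, 1.13 for Sftpa1, 1.08 for Sftpb, 1.33 for Cd74 and 1.15 for Lyz2. There Cdk14 was at -0.44, Smad6 at -0.94 (the paper's -0.97), Tmtc1 at -1.02 (the paper's -0.93), Mertk at -0.99 (the paper's -0.70), Gm29865 at -2.37 (the paper's -0.92) and Tnfsf10 at -0.64 (the paper's -0.48), with 1 called gene in all. In cluster 11 alone 25 genes of the table were called, each with its sign, among them Smad6 (-0.65) and Gm29865 (-1.95). Gm29865 was at -1.21 in the whole suspension.

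The share of Sftpa1+ AT2 cells among all cells of the IgG1 group is about 1.3% in Supplemental Figure 4, read by eye, and 0.210% here. Of the alternatives set before the data were examined, only the share of non-immune cells, which has another denominator, was not below it, at 5.19%, and no other closed the gap. Clusters 11 and 15 together, chosen after seeing the values, make up 1.24% and 3.42% of the cells of the IgG1 and ipilimumab groups.

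In direction, the paper describes an expansion of T cells with ipilimumab, where the log2 fold change of the T-like share was -0.04 here. Alternatives above 0 were the cells called by UMI threshold alone (0.07), 30 principal components (0.05), the share of immune-like cells (0.10), leaving out IgG1 replicate 3 (0.18) or ipilimumab replicate 1 (0.01) and, chosen after seeing the values, the unclear sub-clusters added (0.07) and the block for alveolar macrophage-like share (0.04). For T-like cells with a Cd3e UMI, which the paper reports as expanded, the value was also -0.04, and above 0 in the same alternatives where run and when thinned to 1000 UMIs (0.02). The paper's Cd3e+ cells are a cluster and not a gate. Cluster 7, which holds part of the T-like, the ILC2-like and some proliferating cells and was looked at after seeing the values, made up 3.49 ± 0.931% of cells in IgG1 and 5.79 ± 1.81% in ipilimumab mice (SD, n = 3; log2 fold change 0.73, adjusted p = 0.315, exact permutation p = 0.1), and the unclear sub-clusters within it 1.14% and 2.75% (log2 fold change 1.26, adjusted p = 0.241). The paper describes Tcf7 as increased in T cells, where it was lower here (-0.29), as in 22 of 22 alternatives. It describes the rise of Icos as preferential in Cd3e+ T cells, where the difference between gates was -0.71 here, and 0.06 without IgG1 replicate 2. The gates may part cells by missed transcripts and are not the paper's clusters, so this difference decides nothing about them. Figure 5D places Ccl6 on the lower side, where it was at 0.56 in T-like cells here (adjusted p = 0.876).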

Other observations

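The tests of the AT2-like share, of Supplemental Table 3, of Scgb1a1, of the splits of mice for T-like cells, the whole suspension and the class shares, and of the genes called between mice with more and fewer alveolar macrophage-like cells were chosen after the results were seen. The test of the genes of Figure 5D was written before its result was seen.

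The larger AT2-like share with ipilimumab (log2 fold change 2.78) rests for its size on ipilimumab replicate 1, without which it was 0.88. In that mouse 91.1% of the AT2-like cells were called by the ambient-profile test alone, and with the UMI threshold alone the value was 1.02, so barcodes of few UMIs in this library are a candidate explanation for its size. As a share of non-immune cells the value was 1.21, and endothelial-like (7.47%), fibroblast-like (3.07%) and ciliated-like cells (1.08%) also had their largest shares of all cells there. Smooth muscle or pericyte-like (0.461%) and lymphatic endothelial-like cells (0.115%) did not, with 0.612% and 0.214% in IgG1 replicate 3. A larger recovery of every non-immune class in that library is argued against as the whole cause, since AT2-like cells were 23.0% of its non-immune cells and 1.49% to 9.92% in the other mice. In the AT2-like cells themselves a level above ambient RNA excludes nothing, because they were chosen for it by the profile test and by their markers. Free surfactant RNA mixed evenly through the suspension is argued against by all 4999 barcodes of that mouse with at least 500 but fewer than 2000 UMIs, called as cells or not. Of these 182 held at least 5% surfactant RNA, where ambient RNA of the library holds 0.255%, and in these 182 the 10 AT2 markers other than surfactant genes stood at 20.3 times their level in ambient RNA. Fragments of broken AT2 cells cannot be told apart from whole cells of few UMIs, because a single library decides. Barcodes rich in surfactant RNA with at least 2000 UMIs numbered 4, 4 and 0 in the IgG1 and 29, 6 and 6 in the ipilimumab mice, and those with at least 500 but fewer than 2000 UMIs 0, 1 and 0 against 182, 1 and 2. The paper's reading, more AT2 cells under ipilimumab, stays open in these counts. The paper also bases it on pro-SPC staining of lung sections and reports more Ki67 in SPC cells by flow cytometry, neither analysed here. The other ipilimumab mice lie above the IgG1 mice in the shares as reported (0.375% and 0.418% against 0.307% or less), but not in every alternative. One of them lies below the highest IgG1 mouse with barcodes of at least 500 genes (0.591% against 0.613%), with doublets kept (0.338% against 0.365%) and, chosen after the data were seen, with airway secretory cells left out (0.246% against 0.307%), and both lie below IgG1 replicate 2 as a share of non-immune cells (6.41% and 4.66% against 9.92%).

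Supplemental Table 3 gives for each gene the share of cells with the gene in each group, which allows a comparison with the clusters here. For 395 of its 399 genes found in the matrices, the rates of clusters 11 (endothelial-like) and 15 (AT2-like) together differ from the table by a median of 2.24 points in IgG1 and 4.44 points in ipilimumab (correlation across genes 0.991 and 0.992), and those of cluster 15 alone by 34.4 and 25.7 points. For 394 genes the pair of clusters is closer. Of 6 groups of clusters compared, chosen after seeing the data, this pair was the closest. Of the 317 genes found here that the table gives as lower, 317 have a higher CPM in cluster 11 than in cluster 15, as has 1 of the 78 it gives as higher, against 63.4% of 8990 genes in all. A candidate explanation is that endothelial cells lie within the paper's Sftpa1+ cluster. A different mix of both cell types is argued against as the whole cause of its fold changes, since in cluster 11 alone 374 of the 379 genes of the table that were tested have its sign (311 of 316 lower and 63 of 63 higher), with 174 at an unadjusted p under 0.05 and 25 called. Of other genes, 57.3% of those at least 2 times higher in cluster 11 than in cluster 15 were lower with ipilimumab in cluster 11, and 71.0% of those at least 2 times lower were higher. The paper chose the genes on the same mice, so this is no independent evidence of the changes themselves. Cluster 15 made up 26 of 147 cells of the pair in IgG1 and 190 of 424 in ipilimumab. The paper's cell names were not used here, so this stays a hypothesis.

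For the genes labelled in Figure 5D, the volcano plot of T cells, the log2 ratio of T-like over all other cells was 5.10 for Tcf7, 5.19 for Cd3e, 3.58 for Icos, -6.08 for Igf1 and -6.96 for Ccl6, all on the side where the figure has them. As these are genes of T cells and of macrophages, this side was fixed beforehand and decides nothing. The ratio of ipilimumab over IgG1 within T-like cells was -0.29, 0.11 and 0.34 for the first 3 and 0.56 for Ccl6, and Igf1 had too few counts. Whether the figure compares T cells with other cells or treatments within T cells cannot be told apart here, because the first set of ratios has this size for such genes whatever the figure shows.

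In T-like cells Scgb1a1, an airway gene, had a log2 fold change of 3.15 (unadjusted p = 0.000125, adjusted p = 0.729, 135 against 1256 UMIs). In B-like cells it was 3.43 (adjusted p = 0.182, 236 against 2372 UMIs). Ambient RNA is the candidate explanation, since 0.288% of these UMIs of T-like cells were left after it was subtracted. The amount subtracted was itself estimated from airway and surfactant genes in B-like cells, so the test is not independent there. More airway RNA in the suspension of ipilimumab mice was not traced to its cells.

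In some cells more genes were called between mice with more and fewer alveolar macrophage-like cells than between treatments. The split of IgG1 replicates 1 and 3 and ipilimumab replicate 1 (10.4%, 8.63% and 6.78% of cells) from IgG1 replicate 2 and ipilimumab replicates 2 and 3 (19.3%, 17.7% and 14.7%) gave 1491 genes in the whole suspension, where treatment gave 0 (876 unadjusted). In the whole suspension the division itself sets which genes differ, since it was made by the share of these cells. In other cells it gave 89 genes in cluster 3, 14 in B-like, 12 in NK-like and 0 in T-like cells, against 4, 0, 0 and 0 for treatment. In cluster 11 it gave 2 genes against 47 for treatment, in cDC2-like cells 0 against 2, and in fibroblast-like cells 1 each. Of the genes higher in the mice with more alveolar macrophage-like cells, those with a higher CPM in these cells than in other cells were 60.5% of 38 in cluster 3 (39.9% of all tested), 66.7% of 9 in B-like and 33.3% of 3 in NK-like cells. Of the 51 lower in cluster 3 they were 11.8%. RNA of these cells within cluster 3 cannot be told apart from other differences between these mice, because the genes go both ways and are few in the other classes. Whether the dissociation or the lungs differed between these mice was not tested.

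Of the 10 splits of the 6 mice, 10 gave at least as many genes as treatment in T-like cells, 10 in the whole suspension, and 10 gave at least as many classes past an adjusted p of 0.05, which the count of 0 for treatment in each fixes beforehand. Among the classes, ILC2-like cells had 1, 4 and 3 cells in IgG1 and 11, 13 and 15 in ipilimumab mice (0.0698 ± 0.0406% and 0.316 ± 0.0583%, SD, n = 3; log2 fold change 2.16, adjusted p = 0.0563, exact permutation p = 0.1), and neutrophil-like cells 9.80 ± 6.34% and 4.94 ± 0.510% (log2 fold change -0.99, adjusted p = 0.239, exact permutation p = 0.1). The IgG1 mean of the latter rests on replicate 2, with 6.65%, 17.1% and 5.66% in the IgG1 and 5.53%, 4.65% and 4.65% in the ipilimumab mice. The paper discusses neither, and no technical explanation was tested for them.

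Some measures that the paper makes by other assays can be read in these cells. Ctla4 was at 175 ± 31.8 CPM in IgG1 and 196 ± 42.1 CPM in ipilimumab mice in T-like cells with Cd8a or Cd8b1 but no Cd4 UMI (SD, n = 3, exact permutation p = 0.5), and at 505 and 603 CPM in those with Cd4 alone (exact permutation p = 0.2). The log2 ratio of the Cd4 over the Cd8 gate was 1.52 and 1.63. The Cd8 gate held 44.5% and 41.7% of T-like cells (exact permutation p = 0.4). In the whole suspension the log2 fold changes were 0.25 for Acta2 (adjusted p = 0.911), 0.70 for Col1a1 (0.882), 0.21 for Cdkn2a (0.948) and 0.24 for Cdkn1a (0.934). These are transcripts of dissociated cells, and the paper's assays were made on other material.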
